# Transcriptional memory dampens heat shock responses in yeast: functional role of Mip6 and its interaction with Rpd3

**DOI:** 10.1093/g3journal/jkaf144

**Published:** 2025-06-19

**Authors:** Joan Serrano-Quílez, Ana Tejada-Colón, Carme Nuño-Cabanes, Susana Rodríguez-Navarro

**Keywords:** transcriptional memory, heat shock, Mip6, Rpd3, gene expression regulation, stress adaptation, proteostasis, yeast (*Saccharomyces cerevisiae*), chromatin regulation, mRNA metabolism

## Abstract

Cells must rapidly adapt to environmental fluctuations, including heat stress, to maintain homeostasis and ensure survival. A key adaptive mechanism is transcriptional memory, which enables cells to “remember” prior stress exposure and mount a faster or more controlled transcriptional response upon reexposure. However, the molecular mechanisms underlying transcriptional memory in the heat shock response (HSR) remain incompletely understood. Here, we investigate the role of the RNA-binding protein (RBP) Mip6 in regulating transcriptional memory during heat stress in *Saccharomyces cerevisiae*. Using qRT-PCR and RNA-seq, we demonstrate that prior heat shock exposure dampens the activation of heat-responsive genes upon a second stress, a phenomenon more pronounced in *mip6Δ* mutants. Our transcriptomic analyses reveal that transcriptional memory predominantly suppresses excessive gene expression changes, fine-tuning stress responses. Moreover, we identify a functional and physical interaction between Mip6 and the histone deacetylase Rpd3, a key regulator of transcriptional memory. Loss of both Mip6 and Rpd3 results in synthetic growth defects under heat stress and misregulation of Msn2/4-dependent transcripts, implicating Mip6 as a novel player in the coordination of chromatin and RNA-binding mechanisms during transcriptional memory. Additionally, we show that transcriptional memory modulates metabolic homeostasis and proteostasis. Collectively, our findings implicate Mip6 in the coordination of transcriptional memory in the HSR and reveal a novel link between the RBP Mip6 and the chromatin modifier Rpd3 HDAC in stress adaptation. These insights provide a foundation for further exploration of transcriptional memory mechanisms across diverse stress conditions.

## Introduction

Cells can sense environmental fluctuations and adapt to adverse conditions such as elevated temperatures. In response to stress, they activate a coordinated set of mechanisms aimed at minimizing and reversing the damage. These include transcriptional reprogramming, global inhibition of translation and growth, and metabolic adjustment (Jain and Roy 2009). One of the most studied mechanisms to respond to high temperature in yeast is the heat shock response (HSR), a specific transcriptional program that results in the overexpression of genes encoding stress-protective proteins, such as chaperones, and the silencing of genes related to cell growth (Morano *et al.* 2012; Santiago *et al.* 2020; Dea and Pincus 2024). The HSR is mainly regulated by the transcription factors Msn2/4 and Hsf1, which bind to regulatory elements of their target genes (Sorger and Pelham 1987; Martínez-Pastor *et al.* 1996; Zheng *et al.* 2016; Masser *et al.* 2019).

The transcriptional reprogramming triggered by stress can be memorized, enabling cells to respond faster to future stimuli, a phenomenon known as “transcriptional memory.” This phenomenon refers to the capacity of certain genes to retain transcriptional competence or repression after the original stimulus has subsided, allowing for a faster and more robust transcriptional response upon reexposure to similar stress. Transcriptional memory involves multiple mechanisms, including chromatin modifications, histone methylation and acetylation, promoter–enhancer interactions, and the action of RBPs that influence mRNA stability and decay (Fabrizio *et al.* 2019; Pascual-Ahuir *et al.* 2020; Sump and Brickner 2022; Li *et al.* 2023). Nuclear pores are also key elements in the establishment of transcriptional memory, serving as an anchoring structure for activators and repressors regulating memory (Light and Brickner 2013). In addition, nuclear pores facilitate the formation of gene loops, a phenomenon associated with transcriptional memory that consists of the interaction between the promoter and the 3′ end region of the genes (Tan-Wong *et al.* 2009; Hampsey *et al.* 2011). The integration of these mechanisms ensures that memory genes are rapidly activated or silenced based on prior exposure, optimizing the cell's adaptive response.

In yeast, the study of transcriptional memory has focused on the response to 2 different stimuli: the lack of inositol in the medium, which provokes transcriptional activation of the gene *INO1*, and the shift of the carbon source in the medium from glucose to galactose, which results in the expression of the galactose metabolism genes (Brickner *et al.* 2007; Light *et al.* 2013; D’Urso *et al.* 2016; Randise-Hinchliff *et al.* 2016; Lee *et al.* 2018). In these studies, it was described the role of the histone modifying complexes Rpd3L and Set1/COMPASS in the establishment of transcriptional repression memory (TREM), a process that regulates the rapid inactivation of silenced genes upon stress. At the beginning of transcription, RNAPolII recruits the Set1/COMPASS complex, which methylates H3K4. Then, the Pho23 subunit of the Rpd3L complex binds H3K4met, triggering histone deacetylation by Rpd3L and the repression of the genes. In the absence of the Pho23 subunit, the cells do not present TREM, which suggest this mechanism is key for maintaining the transcriptional memory (Lee *et al.* 2018).

We have recently demonstrated a functional role for the RBP Mip6 in the yeast HSR (Martín-Expósito *et al.* 2019). Under basal conditions, Mip6 localizes uniformly in the nucleus and cytoplasm, whereas upon heat shock, it accumulates in stress granules and p-bodies, while changing the binding to specific mRNA targets (Martín-Expósito *et al.* 2019). Mip6 preferentially binds Msn2/4-dependent mRNAs under optimal conditions, whereas under HS, it binds preferentially to nonstress-induced transcripts, such as genes encoding for ribosomal proteins (Martín-Expósito *et al.* 2019). In cells lacking Mip6, several Msn2/4-dependent transcripts, including genes related to trehalose metabolism, accumulate and are defectively exported to the cytoplasm, especially under HS, showing the dependence on Mip6 of these processes that are key to regulating the stress response (Martín-Expósito *et al.* 2019; Nuño-Cabanes *et al.* 2020). Trehalose is a disaccharide that serves a dual function in yeast by acting as a chemical chaperone and as an energy reserve that can be utilized during periods of cellular stress (Jain and Roy 2009).

Interestingly, we also found that Mip6 physically and genetically interacts with key regulators of mRNA synthesis and degradation, including the RNA polymerase II subunit Rpb1, the mRNA decay factors Rrp6 and Xrn1, and the general mRNA export factor Mex67. These interactions suggest a role for Mip6 in coordinating mRNA regulation under both stress and nonstress conditions. Although the *mip6Δ* single mutant does not exhibit a significant growth defect under stress, the observed imbalance in RNA homeostasis and export supports a role for Mip6 in fine-tuning the cellular response to thermal stress. Nonetheless, the precise mechanisms by which Mip6 selectively regulates its targets in response to environmental cues remain to be elucidated (Zander *et al.* 2016; Wang *et al.* 2020; García-Martínez *et al.* 2021).

The *MIP6* gene has a paralog, *PES4*, which also encodes a four–RNA-binding domain (RBD) protein with partially overlapping but distinct functional roles. Mip6 and Pes4 have been reported to act both redundantly and specifically to ensure proper expression and function of essential mRNAs during meiosis and sporulation in yeast, regulating their stability, translation, and subcellular localization. However, the *pes4Δ* mutant does not display the stress-related phenotypes observed in the *mip6Δ* mutant, suggesting functional divergence between the two proteins. Mip6 appears to play a unique role in fine-tuning transcriptional responses under environmental stress. Notably, only Mip6 has been shown to interact with Mex67, a key factor in the export of specific heat shock transcripts, further supporting the functional specialization of these yeast paralogs (Jin *et al.* 2017; Martín-Expósito *et al.* 2019).

Using transcriptomic, genetic, and biochemical approaches, we investigated the cellular changes that occur in *Saccharomyces cerevisiae* during the HSR following either a single heat shock (HS) or 2 sequential HS events. Our goal was to assess the existence and functional relevance of transcriptional memory by comparing cells subjected to a second stress after a 60-min recovery at 30°C (“memory” condition) with cells reexposed without recovery (“no-memory” condition). Previous studies have shown that key transcriptional adaptations occur within this timeframe, for example, genes that are strongly repressed following heat shock display transient downregulation, with expression levels returning to baseline approximately 60 min after treatment (Lu *et al.* 2009). This supports the use of a 60-min recovery period to probe transcriptional memory mechanisms. Furthermore, given Mip6's established physical and functional interactions with components of the transcriptional machinery, we examined whether Mip6 contributes to the regulation of transcriptional memory during heat shock (Lu *et al.* 2009).

## Materials and methods

### Microbiological and DNA recombinant techniques

*S. cerevisiae* strains and plasmids used in this work are listed in Tables 1 and 2, respectively. For yeast growth and gene deletions and transformation, standard methods were used (Martín-Expósito *et al.* 2019). The created strains were checked by Western blotting and/or PCR analysis. Yeast cultures were grown in liquid media at the indicated temperatures. The media used were yeast peptone dextrose (YPD) or synthetic complete (SC). For the growth assays, cells were diluted to a OD_600_ 0.1 and 260 µL of the cells was transferred to a 96-well plate, and the plated was inserted into a TECAN Spark Multimode Microplate Reader, where the cells were incubated at 30°C, 37°C, or 42°C until they reached stationary phase and OD_600_ of the samples were measured every 20 min.

**Table 1.** Yeast strains used during this study, with their background, their genetic description, and their source.

Strain	Genotype	Source
WT	MATa *his3*Δ*1 leu2*Δ*0 met15*Δ*0 ura3*Δ*0*	(Baker Brachmann *et al.* 1998)
*mip6Δ*	MATa *his3*Δ*1 leu2*Δ*0 met15*Δ*0 ura3*Δ*0 mip6::KANMX4*	EUROSCARF
*rpd3Δ*	MATa *his3*Δ*1 leu2*Δ*0 met15*Δ*0 ura3*Δ*0 rpd3::KANMX4*	EUROSCARF
*rpd3Δmip6Δ*	MATa *his3*Δ*1 leu2*Δ*0 met15*Δ*0 ura3*Δ*0 rpd3::LEU2 mip6::KANMX4*	This work
Rpd3-TAP	MATa *his3*Δ*1 leu2*Δ*0 met15*Δ*0 ura3*Δ*0 RPD3-TAP-HIS3*	Open BioSystems
Rpd3-TAP *mip6Δ*	MATa *his3*Δ*1 leu2*Δ*0 met15*Δ*0 ura3*Δ*0 RPD3-TAP-HIS3 mip6::LEU2*	This work

**Table 2.** Yeast plasmids used during this study, with their description and their source.

Plasmid	Description	Source
p*ADH1pr*-GFP	Yeast plasmid for protein expression regulated by *ADH1* promoter and tagged in the C-terminal with a GFP epitope (*URA3* marker)	(Taberner *et al.* 2009)
p*ADH1pr*-Mip6-GFP	Yeast plasmid for Mip6 expression regulated by *ADH1* promoter and tagged in the C-terminal with a GFP epitope (*URA3* marker)	(Martín-Expósito *et al.* 2019)
p*ADH1pr*-Mip6W_442_A-GFP	Yeast plasmid for Mip6W_442_A expression regulated by *ADH1* promoter and tagged in the C-terminal with a GFP epitope (*URA3* marker)	(Martín-Expósito *et al.* 2019)

### Stress treatments

For heat shock treatments, cells were grown at optimal conditions until exponential phase and were split into two different flasks: one for the heat shock treatment and the other one for the nonstress control. In the heat shock treatment flask, one part of the volume of the corresponding medium at 51°C was added so that the resulting temperature of the mixture was 39°C. Immediately, the cells were incubated at 39°C for 20 min. In the nonstress control flask, one part of the volume of the corresponding medium at 30°C was added.

For the oxidative stress treatment, a yeast cell survival protocol was followed (Tran and Green 2019). Yeast cells were grown in YPD until exponential phase equivalent. In the oxidative stress treatment tube, 4 mM H_2_O_2_ was added, and both tubes were incubated at 30°C for 30 min. Immediately after the incubation, cells were centrifuged and resuspended in YPD.

### Protein immunoprecipitation and Western blotting

Protein immunoprecipitation was performed using GFT-TRAP (ChromoTek), following the guidelines the company provides with certain modifications. Cells grown until exponential phase were resuspended in lysis buffer (10 mM Tris–HCl pH 7.5, 150 mM NaCl, 0.5 mM EDTA, 0.5× cOmplete (Roche), 0.5% (v/v) NP-40). Cells were broken by mixing with 0.5 mm acid-washed glass beads. The cell lysate was obtained by centrifugation at 13,000 rpm for 10 min at 4°C and incubated for 1 h at 4°C with GFT-TRAP beads previously equilibrated. Proteins bound to the beads were eluted with LB 4× by incubation at 95°C for 10 min. For Western blotting, the antibodies used were α-GFP (Roche) and α-TAP (Invitrogen).

### Protein extraction

To measure the levels of Hsp12, a trichloroacetic acid (TCA) precipitation protocol was used for protein extraction. Yeast cultures (2–15 mL) were grown to OD_600_ 0.3–0.6 and centrifuged (3,000 rpm, 4°C, 5 min). Pellets were resuspended in 1 mL 20% (v/v) TCA, transferred to 2 mL tubes, and centrifuged (13,000 rpm, 4°C, 1 min). Pellets were washed with 1 mL 1 M Tris (no pH adjustment) and centrifuged again. Cells were resuspended in 2× loading buffer (100 mM Tris–HCl, pH 6.8, 3.68% SDS, 16% glycerol, 0.08% bromophenol blue, 200 mM DTT) and boiled at 95°C for 2 min. After adding 100 μL acid-washed glass beads, samples were lysed using a Precellys Evolution homogenizer (6,500 rpm, 30 s, 2 cycles, 15 s pause) and centrifuged (4,000 rpm, RT, 5 min). Supernatants were stored at −20°C and boiled at 95°C for 5 min before use. For Western blotting, the antibodies used were α-Pgk1 (Invitrogen) and α-Hsp12 (from Dr J. Buchner).

### Trehalose extraction and quantification

Yeast cells (10 mg) were centrifuged, washed, and stored at −80°C. Pellets were resuspended in 0.25 mL Na₂CO₃ (250 mM) and incubated at 95°C for 4 h. After adding acetic acid (0.15 mL, 1 M) and sodium acetate (0.6 mL, 0.2 M, pH 5.2), samples were centrifuged (12,000 rpm, 1 min), and supernatants were collected.

Samples (150 µL) were split: one incubated with trehalase (8.4 mU, 5 µL) and one as a blank. Reactions were incubated overnight at 37°C, boiled (5 min), and centrifuged (30 s, max speed).

A glucose standard curve (0–10 µg) was prepared (100 µL final volume). The reaction mixture contained 80 mM potassium phosphate buffer (pH 7), 65 µg/mL glucose oxidase, 5 µg/mL peroxidase, and 300 µg/mL o-dianisidine (added last). Samples (100 µL) were mixed with 400 µL of the reaction mixture, incubated at 30°C (15 min), and stopped with 500 µL HCl (6 M), and absorbance was measured at 540 nm using a Varioskan LUX. Intracellular trehalose was expressed as µg trehalose/mg cells.

### Gene expression analysis by qPCR

Total RNA was isolated by hot acid phenol extraction (Collart and Oliviero 2001). Ten microgram of the total RNA was incubated with DNase I recombinant RNase free (Roche) and was then purified by phenol–chloroform extraction. cDNA was synthesized using the PrimeScript RT reagent Kit (Takara). Relative RNA levels were measured by quantitative PCR (qPCR) using the QuantStudio 5 Real-Time PCR System (Thermo Scientific) or the CFX Opus 96 Real-Time PCR System (Bio-Rad). Specific pairs of primers that were used in the analysis are listed in Table 3. TB Green Premix Ex Taq (Tli RNase H Plus; Takara) was used in a set volume of 10 µL per reaction. The relative quantity of each PCR amplicon was measured following the 2^−ΔΔCT^ method (Livak and Schmittgen 2001) using *SCR1* as a reference gene for normalization. Three technical replicates were performed for each sample.

**Table 3.** Primers employed during this study, with their sequence in the 5′ → 3′ direction.

Primer	5′ → 3′ sequence
*HSP12* ORF FW	CTTCCAAGGTGTCCACGACT
*HSP12* ORF RV	ACATATTCGACGGCATCGTT
HSP78 ORF FW	TTGAACTCCATGGCAACTTTC
HSP78 ORF RV	CGCCTTCTTCATGATTTGGT
HSP26 ORF FW	GGTCAAGGTCAAAGGAGAGCA
HSP26 ORF RV	TGTCAAAACACCATTTGCGTA
ACC1 ORF FW	TAAACTAGAGGAGTCCCCGT
ACC1 ORF RV	TAATTTCTTTCACGGCGGCA
FAA1 ORF FW	GTTCCAGTTGGGAAAGCCGC
FAA1 ORF RV	CCCTCCAACCCATAGCATTT
TPS1 ORF FW	GGCGCAACTGACCTCGTCTT
TPS1 ORF RV	CTTCCAACGCCGTGACCAGC
TPS2 ORF FW	TTGTGTCACGCAGCTGCCCT
TPS2 ORF RV	CAACGTGTTGCTCGTACTCG
*CTT1* ORF FW	GAACCATGACTGGGTCTTCA
*CTT1* ORF RV	GAAGGAATGACCAGAGTACG
*SCR1* FW	GAGTTTTATCCAGCGTCAGC
*SCR1* RV	GGTTCAGGACACACTCCATC

### Processing of mRNA datasets

For RNA-seq analyses, total RNA isolated by hot acid phenol extraction, as above, was submitted to Macrogen, Inc to be processed, using the Illumina TruSeq protocol. Between 40 and 60 million reads were obtained from each sample. The quality of the raw sequencing data was checked by FastQC and trimmomatic program was used to withdraw the adapter sequences and the bases with a low base quality from the ends. Moreover, the bases of reads that had a window size lower than 4 and a mean quality lower than 15 and the reads shorter than 36 bp were also trimmed. After trimming, the quality of the samples was checked again by FastQC. Trimmed reads were mapped using sacCer3 as a reference genome with HISAT2, splice-aware aligner, and StringTie. The abundance of each gene and transcript was calculated in the read count for each sample.

The NOISeq R package (Tarazona *et al.* 2015) was used to perform the quality control of count data. Counts were normalized via TMM (Bullard *et al.* 2010), and a low count filtering was applied with the NOISeq *cpm* method (with cpm = 1). Hidden batch effects were removed by ARSyN (Nueda *et al.* 2012). In total, we obtained gene expression values for 6,172 genes. A principal component analysis (PCA) was applied to these normalized counts to get a first glimpse over the transcriptomic changes.

### Differentially expressed genes analysis

The NOISeq method (Tarazona *et al.* 2015) was used on the normalized counts matrix to identify differentially expressed genes in 1 to 1 comparisons. *mip6*Δ and wild-type (WT) strains at 15 and 20 min were always compared to the initial reference of the same strain. These pairwise fold changes were then represented using Sankey diagrams. Fold changes obtained by NOISeq were organized into different categories. Genes with absolute fold changes greater than 1.2 were classified as slightly differentially expressed (“up” or “down”), while those with absolute fold changes over 2 were considered strongly differentially expressed (“strong up” or “strong down”). This categorization resulted in 5 groups. Genes showing no significant changes were labeled as “unchanged.”

### Study of gene expression patterns

Gene expression dynamics were analyzed using maSigPro (Conesa *et al.* 2006), applying a regression model that incorporated both linear and quadratic terms for time, as well as their interactions with memory and strain. For each *i* gene, its expression $Y_{i}$ is determined by Eq. 1.

(1) $$\begin{array}{rl} Y_{i} & =\beta_{0}+\beta_{\text{M}emory}+\beta_{\text{S}train}+\beta_{\text{M}emory.Strain}+\beta_{\text{T}ime}\cdot t+\beta_{\text{T}ime.Memory}\cdot t\\ & \;+\beta_{\text{T}ime.Strain}\cdot t+\beta_{\text{T}ime.Memory.Strain}\cdot t+\beta_{\text{T}ime^{2}}\cdot t^{2}+\beta_{\text{T}ime^{2}.Memory}\cdot t^{2}\\ & \;+\beta_{\text{T}ime^{2}.Strain}\cdot t^{2}+\beta_{\text{T}ime^{2}.Memory.Strain}\cdot t^{2}+\varepsilon_{i} \end{array}$$

A backward stepwise regression approach was used to refine the model, progressively removing nonsignificant terms while maintaining interactions essential for biological interpretation. Genes with no significant association with time were eliminated based on both their linear and quadratic terms ($\beta_{Time}$ and $\beta_{Time^{2}}$ > 0), thus doing all further analysis with 3,929 genes.

### Filtering and classification of genes

Despite the initial filtering step that removed genes lacking time-dependent expression patterns, the classification strategy did not consider the quadratic interaction terms to simplify the number of possible expression profiles, since there was a high correlation between both terms. However, the linear model was not redefined after excluding these terms, ensuring that the structure of the statistical framework remained consistent with the initial full model.

### Categorization of gene expression patterns

Each coefficient in the model represents a specific effect on gene expression. The term $\beta_{Time}\;$ captures the linear trend of gene expression over time, with positive values indicating induction and negative values indicating repression. The inclusion of a quadratic term $\beta_{Time^{2}}$ allows for nonlinear trends in expression changes. The coefficients $\beta_{Memory}$ and $\beta_{Strain}\;$ describe the baseline effects of memory and strain, respectively, which indicate whether a gene is expressed at different levels depending on these conditions.

Interactions between factors were incorporated to assess how gene expression dynamics were modulated by memory and strain. The term $\beta_{Time.Memory}$ represents the effect of memory over time, meaning that if the absolute value of $\beta_{Time}+\beta_{Time.Memory}\;$ is greater than $\beta_{Time}$ alone, the memory effect enhances the response. Conversely, if $|\beta_{Time}+\beta_{Time.Memory}\left|<\right|\beta_{Time}|$ , the memory effect dampens the response. If the sign of $\beta_{Time}+\beta_{Time.Memory}\;$ is opposite to that of $\beta_{Time}$ , the effect is classified as a reversal of the trend.

A similar rationale applies to the strain effect, as determined by $\beta_{Time.Strain}$ . If $\beta_{Time.Strain}+\beta_{Time}\;$ increases the absolute value relative to $\beta_{Time}$ , the strain effect is classified as enhancement, whereas a reduction in magnitude is classified as dampening. A sign change is indicative of a complete reversal of the expression trend.

The interaction term $\beta_{Time.Memory.Strain}$ accounts for cases where memory and strain effects combine to produce alterations in time-dependent expression that cannot be explained by their independent effects alone. If $\beta_{Time.Memory.Strain}\;$ is significantly different from zero, this suggests a synergistic or antagonistic interaction between memory and strain. The classification into enhancement, dampening, or reversal in these cases depends on the net effect of all interacting coefficients. Specifically, when reinforces the combined influence of memory and strain, the gene is classified as further enhanced or dampened, depending on whether the net change increases or decreases absolute expression levels. In contrast, if it causes a shift that counteracts the expected trend from memory or strain effects alone, the gene is classified as reversed.

### Gene Ontology (GO) enrichment analysis

To investigate the functional implications of differentially expressed genes, a GO enrichment analysis was performed using the clusterProfiler package (Ashburner *et al.* 2000; Wu *et al.* 2021; The Gene Ontology Consortium *et al.* 2023). Genes from each category were tested for enrichment in biological process (BP) terms using *S. cerevisiae* annotations from org.Sc.sgd.db. The analysis was conducted using Fisher's exact test with Benjamini–Hochberg correction (FDR < 0.05). ORF names were validated against the database before analysis, ensuring accurate annotation. The results provided insights into the biological processes associated with memory, strain, and their interactions over time.

## Results

### A 60-min recovery prior to sequential heat exposure dampens the activation of heat shock genes

Despite growing interest in stress adaptation, the transcriptional memory induced by heat stress in yeast remains incompletely characterized. To address this, we conducted a heat shock memory experiment using an overnight culture grown at 30°C, which was split into two conditions: “no-memory” and “memory” (Fig. 1). The “memory” sample was mixed with 51°C-tempered medium to rapidly raise the temperature to 39°C, inducing the first heat shock (HS1) for 20 min. The culture was then returned to 30°C for a 60-min recovery, followed by a second 20-min heat shock at 39°C (HS2). In parallel, the “no-memory” culture was refreshed with 30°C medium and maintained for 80 min before undergoing a single 20-min heat shock at 39°C. Samples were collected at 0, 5, 10, 15, and 20 min during the final heat shock from both conditions for RT-qPCR analysis. Experiments were performed in triplicate for both WT and *mip6Δ* strains (Fig. 1).

**Fig. 1.**
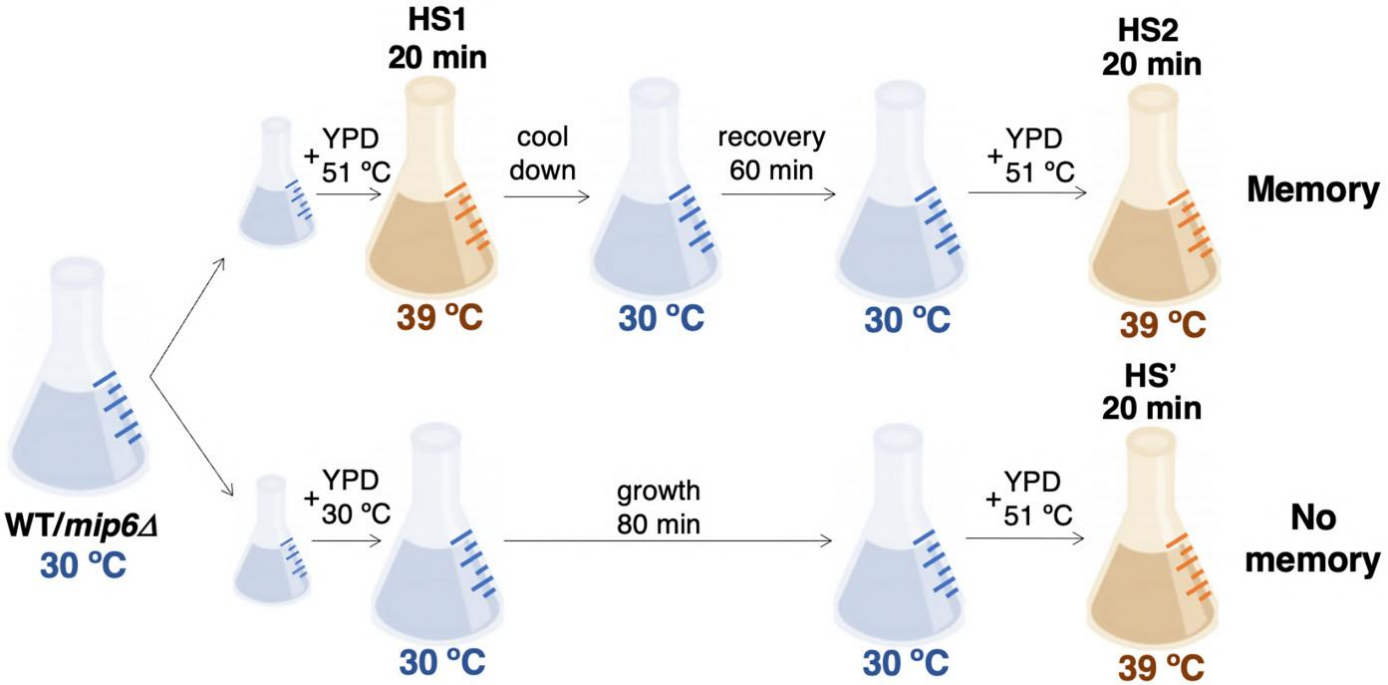
Experimental design for the study of the transcriptional memory associated with HS. A cell culture was split into two flasks. One of them (memory) was exposed to a first 20-min heat shock and, after a 60-min recovery phase at optimal conditions, to a second 20-min heat shock. In the meantime, the other flask (no-memory) was only exposed to a single 20-min heat shock. The heat shocks were performed by adding media at 51°C.

We used a colony-forming unit (CFU) assay to assess whether heat shock, recovery, or transcriptional memory affected yeast cell survival. CFUs were measured at 0 and 20 min of heat shock, and values were normalized to the highest viability observed at each time point. No significant differences using two-tailed paired *t*-tests comparing memory and nonmemory conditions in viability were detected between WT and *mip6Δ* strains, or between memory and nonmemory conditions (Supplementary Fig. 1). These results indicate that although a mild viability reduction occurs in *mip6Δ* cells upon heat shock, the heat shock protocols used—either followed by a recovery period or not—do not appreciably impact the colony-forming ability of yeast cells.

We used RT-qPCR to analyze the activation of specific HSR genes, including *HSP12*, *HSP78*, *HSP26*, *TPS1*, and *TPS2*. In WT cells, gene activation was detected within 5–10 min of the HS2, regardless of prior heat exposure (Fig. 2a). However, at later time points (15–20 min), expression levels began to diverge depending on the gene. Notably, *HSP78* showed a statistically significant reduction in activation at 15–20 min (Fig. 2a). These results suggest that a 60-min recovery period at 30°C is not sufficient to dampen early transcriptional activation during a subsequent heat shock.

**Fig. 2.**
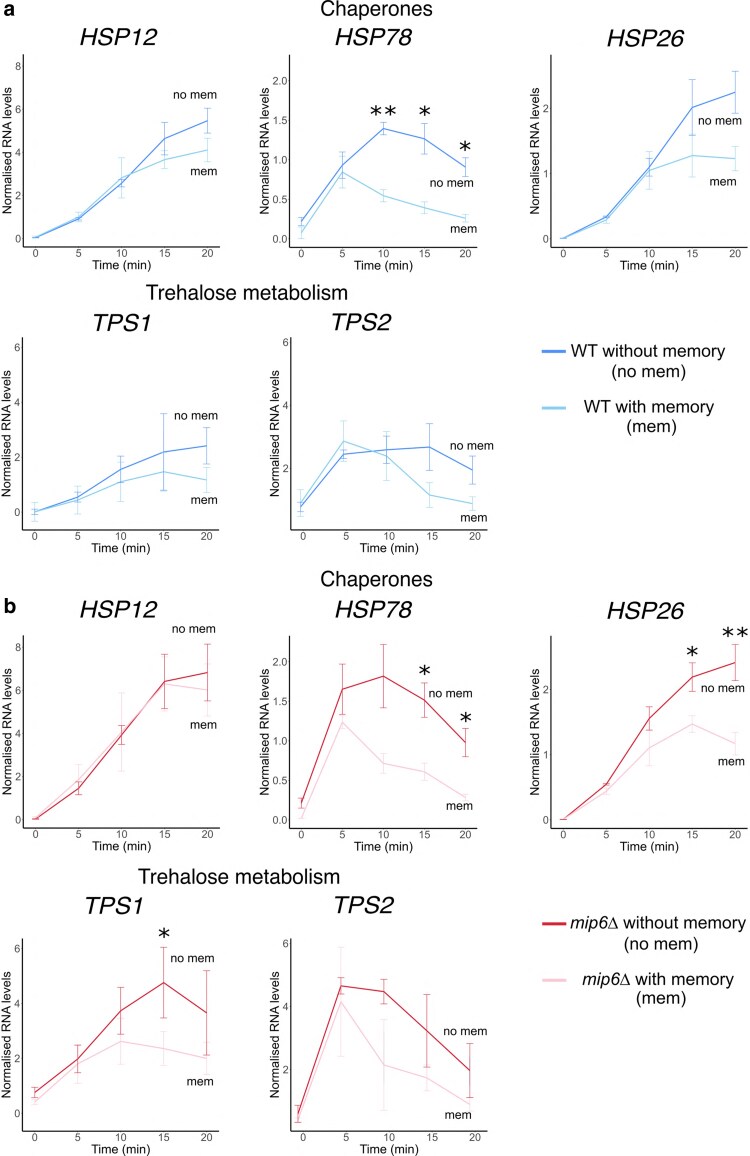
The “no-memory” condition resulted in a higher activation of heat-responsive genes. *HSP12*, *HSP78*, *HSP26*, *TPS1*, and *TPS2* RNA levels measured by qRT-PCR experiments from WT (a) and *mip6*Δ (b), using *SCR1* as a reference gene. Values were calculated by using the ΔΔCt method, using *SCR1* gene as a reference gene. Sample differences were analyzed using a two-tailed paired *t*-test in R. Data are presented as mean ± standard error (SE) of 3 biological replicates. Statistical significance is indicated as follows: *P* < 0.05 (*), *P* < 0.01 (**), and *P* < 0.001 (***).

We then performed the same analysis in *mip6Δ* cells (red lines, Fig. 2b). As expected from previous results, loss of *MIP6* resulted in overall higher expression levels of heat shock genes compared to WT (Supplementary Fig. 2). The effect of transcriptional memory in *mip6Δ* cells resembled that observed in WT, showing a general trend of reduced gene activation at later time points (15–20 min) following the HS2 (Fig. 2b). However, in *mip6Δ*, a greater number of genes exhibited statistically significant reductions in activation during prolonged heat exposure. Specifically, while only *HSP78* showed significant dampening in WT cells, *TPS1* and *HSP26* also displayed significant reductions in *mip6Δ* cells (Fig. 2b). These findings suggest that Mip6 influences the extent and specificity of transcriptional memory effects during the HSR.

### Global analysis of transcriptional memory following mild heat shock

To extend our preliminary qPCR analysis to a genome-wide scale, we performed RNA-seq following the experimental design shown in Fig. 1. 

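The RNA-seq experiment comprised 36 samples of total RNA in 12 groups, each with 3 biological replicates. WT cells and *mip6Δ* cells, which lack the gene for the RNA-binding protein Mip6, were collected at 0, 15 and 20 min of a final heat shock at 39°C. In the memory condition, this heat shock came after an earlier one of 20 min at 39°C and 60 min at 30°C, whereas no-memory cells had grown at 30°C only. The authors trimmed the reads, mapped them to the sacCer3 genome and counted them per gene. They then normalized the counts by TMM, applied a low count filter and removed hidden batch effects by ARSyN. The deposited normalized counts of 6172 genes, on a linear scale, are the values used here, and the read counts from before these steps were not used here. *MIP6* is not among the 6172 genes, so its absence in *mip6Δ* could not be checked. The number of reads per sample, given in the paper's methods, cannot be seen in normalized counts. Their sum per sample ranged from 34431020 to 37885099 in no-memory samples at 0 min, from 32448495 to 36797833 at 15 min and from 30692169 to 35063434 at 20 min. In memory samples it was lower, from 30502777 to 33372696 at 0 min, from 29449093 to 30877677 at 15 min and from 28256110 to 30672046 at 20 min. Normalized counts were analyzed as log2 values with a pseudocount of 1. A linear model with the 12 groups was fitted to each gene with limma (24 residual degrees of freedom), and genes with a Benjamini-Hochberg adjusted p-value under 0.05 were called significant. No further filter was applied. Where the removal of hidden batch effects narrowed the spread between replicates, these adjusted p-values are too small, which could not be checked without the read counts. In 1 sample, *mip6Δ* memory 0 min replicate 2, the labels disagree on the time, 0 min in its title and 20 min in another field, and it was taken as a 0-min sample. Across genes, which are not independent replicates, its values were correlated with those of other samples as differences from the rest, not as plain levels. The mean r was 0.872 with the other memory 0-min samples of its strain and −0.153 with the 20-min samples.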

Samples were collected at 0, 15, and 20 min after the onset of heat stress, corresponding to time points that showed notable gene activation differences in the qPCR analysis.

As an initial overview of the transcriptomic data, we performed PCA to identify the main sources of variance among samples (Fig. 3a). PCA revealed a clear separation of transcriptomes, with principal component 1 (PC1) accounting for 55.5% of the variance and primarily reflecting time and temperature. 

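In the PCA of the normalized counts of 6172 genes, each centred and scaled to unit variance over the 36 samples, PC1 explained 55.5% of the variance. Centring the genes without scaling moved this share most, to 80.6%. With log2 values in place of normalized counts, PC1 explained 56.0%. When the samples of each replicate number were left out in turn, it explained between 54.9% and 57.1%.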

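The scores on PC1 ranged from −93.2 to −62.2 for the 12 samples at 0 min, from 11.1 to 77.96 for the 12 samples at 15 min and from −9.74 to 66.8 for the 12 samples at 20 min. None of the 24 samples exposed to the final heat shock overlapped with the samples at 0 min. Heat-shocked samples with memory lay closer to the 0-min samples than those without. With memory, scores ranged from 11.1 to 32.9 at 15 min and from −9.74 to 16.7 at 20 min. Without memory, they ranged from 56.2 to 77.96 at 15 min and from 38.6 to 66.8 at 20 min.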

PC1 distinguished samples grown under optimal conditions (0 min, blue) from those exposed to heat stress (15 and 20 min, orange and red, respectively), indicating that environmental conditions were the dominant drivers of transcriptional variation.

**Fig. 3.**
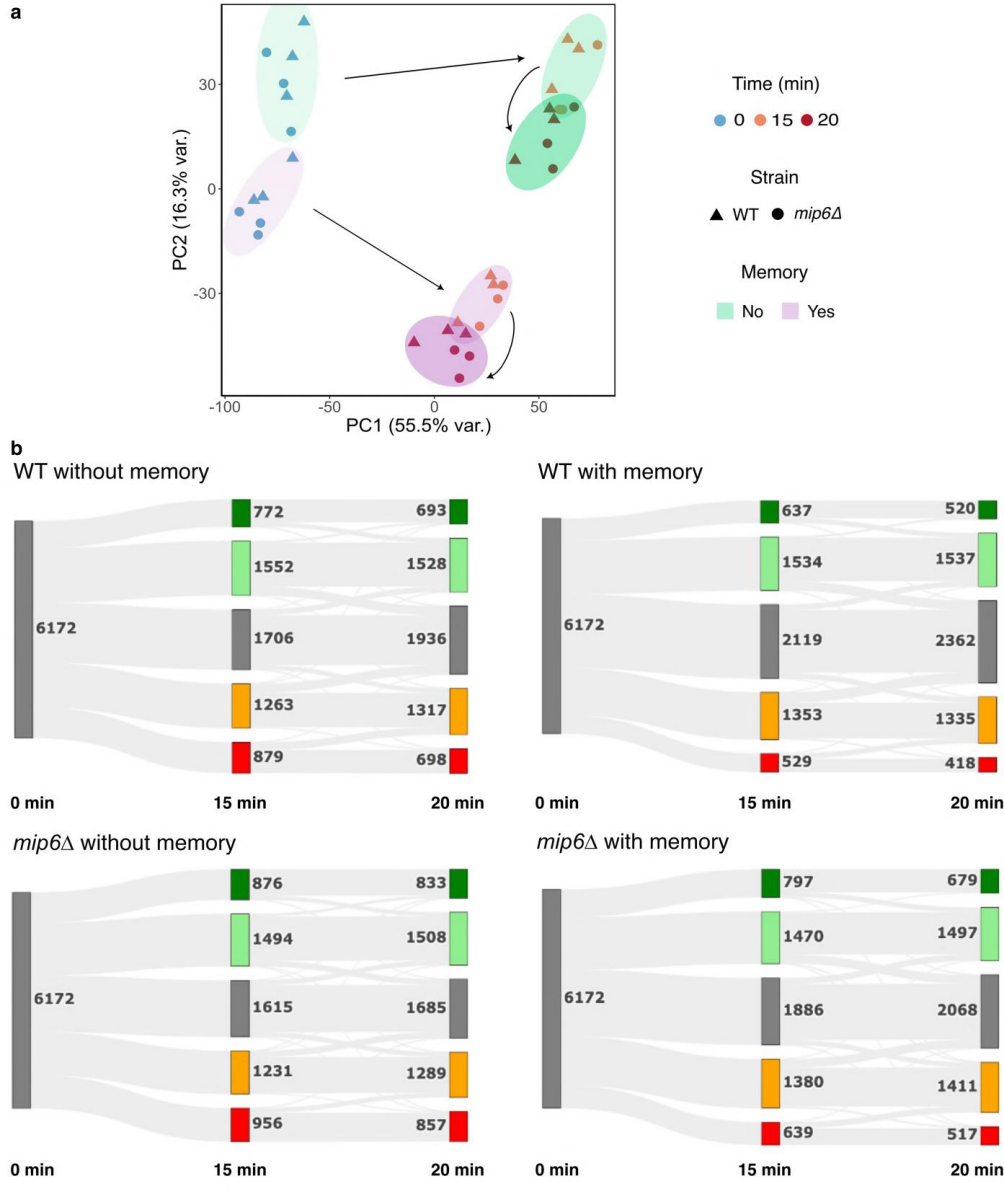
Heat shock stress response is different when yeast cells have already suffered a previous heat exposition. a) PCA score plot from the RNA-seq analysis of the WT and *mip6*Δ collected at different times during a heat shock treatment (0, 15, or 20 min at 39°C). The samples were previously exposed to a 20-min heat shock at 39°C with a 60-min recuperation period at 30°C (memory) or were previously grow only under optimal conditions (no-memory). Three biological replicates were carried out. b) Sankey plots representing changes in gene expression along time under heat stress. Genes are classified according to their expression level when compared to the initial time in the same strain and condition. In dark green, genes with a fold change higher than 2. In light green, genes displaying a fold change between 1.2 and 2. In gray, those genes with a fold change lower than 1.2 and higher than −1.2 or not significantly affected. In orange, genes with a fold change between −1.2 and −2. In red, those with a fold change lower than −2.

Principal component 2 (PC2), which explained 16.3% of the variance, separated samples based on their prior heat exposure (“memory” vs “no-memory”), suggesting that transcriptional memory contributed substantially—over one-fifth—to the observed differences when cells were allowed to recover for 60 minutes. In contrast, strain identity and biological replicates contributed minimally to the variance, as nearly 75% of transcriptomic variation could be attributed to the combined effects of heat stress and transcriptional memory.

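PC2 explained 16.3% of the variance of the scaled normalized counts. Scores on PC2 ranged from 5.78 to 48.0 in the 18 no-memory samples and from −54.4 to 8.89 in the 18 memory samples. The ranges overlapped only between memory samples at 0 min (−13.2 to 8.89) and no-memory samples at 20 min (5.78 to 23.5). Scaling all samples to equal sums moved the share of PC2 most among the alternatives with scaled genes, to 24.3%. In WT cells, limma called 1708 genes with a different level in memory and no-memory samples at 0 min, 3181 at 15 min and 3327 at 20 min. In *mip6Δ* cells, the numbers were 1702, 2999 and 3357. At 0 min, 709 genes were higher and 999 lower with memory in WT, and 734 were higher and 968 lower in *mip6Δ*. These directions depend on the scaling. With equal sums, the median difference between memory and no-memory over all genes rose by 0.154 to 0.202 on the log2 scale, depending on strain and time. The genes called at 0 min in WT were then 2312 higher and 349 lower, and those in *mip6Δ* were 1880 higher and 419 lower. Replicate 3 weighed most on the counts at 0 min, as without it 435 genes were called in WT and 621 in *mip6Δ*.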

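The variance of the scaled normalized counts was also divided into sums of squares of the balanced design. Time accounted for 53.4%, memory for 17.3% and their interaction for 6.12%. Strain accounted for 2.01%, its interactions with time and memory for 3.46%, the replicate number for 0.188% and the remaining variation between samples for 17.5%. PC1 and PC2 together explained 71.8%. Centring without scaling changed the shares of time and memory most, to 59.8% and 27.6%, and gave 0.921% for strain and 0.984% for the replicate number. Without replicate 3, the share of strain was 3.22%. On PC2, WT samples ranged from −44.2 to 48.0 and *mip6Δ* samples from −54.4 to 41.4, so the strains overlapped over most of the range. The share of the replicate number was computed after the authors had removed hidden batch effects.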

To evaluate the global impact of transcriptional memory on gene expression, we visualized transcriptomic changes using Sankey plots (Fig. 3b). Out of the 6,172 genes analyzed, 1,706 genes showed no induction or repression after 15 min of heat shock in the no-memory condition, whereas this number increased to 2,119 in the memory condition for WT cells. 

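A gene was taken as unchanged when its fold change against 0 min of the same strain and condition was under 1.2 in either direction or its adjusted p-value from limma was not under 0.05. In WT cells at 15 min, 1909 of the 6172 genes were unchanged in the no-memory condition and 2423 in the memory condition. Without memory, 4737 genes had an adjusted p-value under 0.05, and with memory 4254 did. The alternative that moved these numbers most replaced limma with a probability computed in the manner of NOISeq, with a threshold of 0.8, which left 3445 and 3849 genes unchanged. By fold change alone, 1660 and 2087 genes were unchanged. The memory condition thus had 514 more unchanged genes in the limma analysis. Among 100 arrangements of the memory labels within each strain and time, the real one included, 13 gave a difference at least as large in WT at 15 min.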

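In *mip6Δ* cells at 15 min, 1775 genes were unchanged without memory and 2159 with memory, a difference of 384 genes. A difference at least this large was found in 23 of 100 arrangements of the memory labels. With the probability computed in the manner of NOISeq, the direction turned around in *mip6Δ*, as 3631 genes were unchanged without memory and 3433 with memory. These are far more than the paper's own counts of unchanged genes, so this rule does not stand for the paper's NOISeq test. Fold change alone left 1538 and 1858 genes unchanged, in the paper's direction. Genes with an adjusted p-value under 0.05 numbered 4842 without memory and 4487 with memory.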

In *mip6Δ* cells, 1,615 genes showed no induction or repression in the no-memory condition, and 1,886 in the memory condition.

This buffering effect of transcriptional memory was also evident among strongly activated and repressed genes (depicted in dark green and red, respectively), which decreased from 772 to 637 genes in WT cells and from 876 to 797 in *mip6Δ* cells. 

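Genes with a fold change over 2 in either direction and an adjusted p-value under 0.05 at 15 min were counted as strongly regulated. In WT cells they decreased from 1619 without memory to 1157 with memory. Strongly activated genes decreased from 746 to 629 and strongly repressed genes from 873 to 528. Without replicate 1, the strongly activated genes were 774 and 733, a much smaller decrease. In *mip6Δ* cells, strongly regulated genes decreased from 1809 to 1420, with 852 strongly activated genes without memory and 784 with memory, and 957 and 636 strongly repressed genes. The decrease was thus larger among repressed than among activated genes in both strains, a difference that was not tested with permuted labels.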

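At 20 min, unchanged genes numbered 2105 without memory and 2685 with memory in WT cells, and 1847 and 2353 in *mip6Δ* cells. Differences at least as large as these 580 and 506 genes were found in 26 and 9 of 100 arrangements of the memory labels. With the probability computed in the manner of NOISeq, unchanged genes numbered 3746 without memory and 4282 with memory in WT, but 3498 and 3495 in *mip6Δ*. The difference in *mip6Δ* was thus absent under this rule, whereas fold change alone left 1611 and 2038 genes unchanged. Strongly regulated genes decreased from 1376 to 930 in WT and from 1664 to 1180 in *mip6Δ*. Strongly activated WT genes decreased from 682 to 515, and the latter number fell to 338 with the probability computed in the manner of NOISeq. Strongly repressed WT genes decreased from 694 to 415. In *mip6Δ*, 816 and 666 genes were strongly activated and 848 and 514 strongly repressed.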

A similar trend was observed when comparing 0 and 20 min of heat shock. 

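Compared with WT cells, *mip6Δ* cells had 190 more strongly regulated genes at 15 min and 288 more at 20 min without memory, and 263 more at 15 min and 250 more at 20 min with memory. When strain labels were permuted within each condition and time, 10, 5, 3 and 2 of 100 arrangements, in the same order and with the real one included, gave a difference at least as large. Single replicate numbers weighed on the size of the difference but not on its direction. Without replicate 1, the difference was 69 genes at 15 min without memory, 93 at 15 min with memory and 159 at 20 min with memory, and without replicate 3 it was 401 at 15 min with memory. Across genes, which are not independent replicates, the slope of the *mip6Δ* on the WT log2 fold change was 1.08 at 15 min and 1.13 at 20 min without memory, and 1.11 and 1.12 with memory. The difference between the strains in the heat response of single genes was tested directly. It had an adjusted p-value under 0.05 in 0 genes at either time in either condition, and an unadjusted one in 313 and 839 genes without memory and 304 and 538 with memory.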

Interestingly, *mip6Δ* consistently exhibited a higher number of strongly regulated genes at both time points and in both memory and no-memory conditions (Fig. 3b). These findings reinforce the role of Mip6 in fine-tuning mRNA levels and suggest that it contributes to the precise modulation of transcriptional responses to heat stress across a specific subset of genes

### Transcriptional memory predominantly dampens gene expression during heat shock

To study how transcriptional memory, strain background, or the interaction of both factors affected gene expression dynamics during heat shock, genes that showed significant temporal changes in expression $\beta_{Time}$ and $\beta_{Time^{2}}$ ≠ 0)—defined by nonzero coefficients for time ($\beta_{Time}$) and/or quadratic time ($\beta_{Time^{2}}$)—regardless of whether they were induced or repressed, were classified as (1) enhanced, genes whose expression trend over time was amplified by any of these factors; (2) dampened, genes whose trend persisted but at a lower intensity; and (3) reversed, genes that changed the direction of their temporal expression profile. The classification for each regression coefficient was based on comparisons of nested models: for memory, we compared the sum of coefficients ($\beta_{Time}$ + $\beta_{Time\cdot Memory}$ ) to $\beta_{Time}$ ; for strain, we compared ($\beta_{Time}$ + $\beta_{Time\cdot Strain}$ ) to $\beta_{Time}$ ; and for the interaction, we compared the full model—including $\beta_{Time\cdot Strain\cdot Memory}$ —with a reduced model that excluded this term (Supplementary File 1). Only genes with statistically significant coefficients for each factor were included. As shown in Fig. 4, transcriptional memory alone significantly affected 1,787 genes (vertical blue bar). 

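The paper's Eq. 1 was fitted with limma to the log2 normalized counts, with all coefficients kept. Time terms had a joint adjusted p-value under 0.05 in 5466 genes. Among these, the interaction of linear time with memory was significant in 197 genes, all of which were affected by memory alone. The linear term was estimated beside the quadratic one, so it is not the change over the whole heat shock. Why its count was low was not tested. With the mean of 15 and 20 min against 0 min in place of the linear term, memory alone affected 1959 genes. The count with the linear term depended on single replicate numbers, as 0 genes were significant without replicate 2 or without replicate 3, and 107 without replicate 1. Among 100 arrangements of the memory labels, the real one included, 5 gave at least 197 genes. Backward elimination on the normalized counts was the alternative closest to the paper's stepwise regression. Genes entered it when an F test of the whole model had an adjusted p-value under 0.05. Terms were then dropped for each gene until each had p under 0.05, without adjustment over genes. When a gene with either a linear or a quadratic time term was kept, 5369 genes were associated with time and 2330 were affected by memory alone. When both terms were required, a choice made after the first counts had been seen, the numbers were 3929 and 1787.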

A total of 798 genes were influenced by strain effects, with 313 genes affected solely by strain, and 379 affected by both strain and memory. 

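With limma, the interaction of linear time with strain was significant in 0 genes after adjustment. At an unadjusted p-value under 0.05 it was in 77 genes, fewer than pass on average without any effect. Backward elimination kept a Time.Strain term in 1129 genes when either time term was enough, with 440 genes affected by strain alone and 519 by strain and memory. When both time terms were required, a Time.Strain term was kept in 795 genes, with 313 affected by strain alone and 379 by strain and memory. The strain labels were then permuted within condition and time and the elimination repeated. With both time terms required, 21 of 100 arrangements kept a Time.Strain term in at least 795 genes, 3 gave at least 313 genes affected by strain alone and 6 gave at least 379 affected by strain and memory. The median of the permuted arrangements was 567 genes with a Time.Strain term. In 20 simulations in which the strains had the same means, this term was kept in 497 to 600 genes, fewer than observed.

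**Figure D1:**
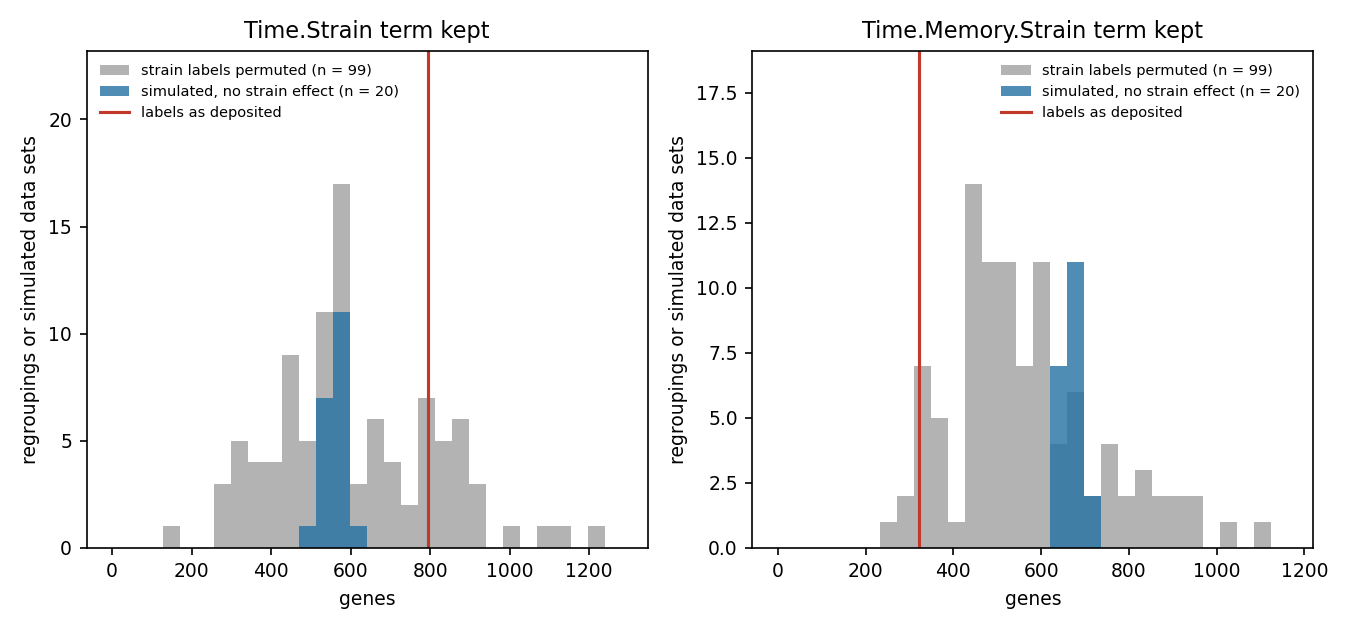
Number of genes in which backward elimination kept a Time.Strain term (left) or a Time.Memory.Strain term (right), with both time terms required, for 99 arrangements with permuted strain labels (grey bars), 20 simulations without any strain effect (blue bars) and the real labels (red line). The red line is at 795 genes for Time.Strain, above all simulations and within the permuted range, and at 322 genes for Time.Memory.Strain, below all simulations.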

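The Time.Memory.Strain term was significant in 0 genes with limma after adjustment. At an unadjusted p-value under 0.05 it was in 82 genes, fewer than pass on average without any effect. Backward elimination kept it in 322 genes with both time terms required, and in 113 of these it was the only one of the 3 interaction terms. With either time term, it was kept in 489 genes and was the only one in 171. Permuted strain labels gave at least 322 genes in 96 of 100 arrangements and at least 113 genes with this term alone in 76 of 100. The simulations without a strain effect gave more genes than observed, 638 to 703 with the term and 172 to 231 with the term alone.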

An additional 113 genes were significantly affected only by the interaction between memory and strain. These results suggest that the presence of *MIP6* is required for a coordinated transcriptional response in a specific subset of genes under defined environmental conditions.

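Differences between *mip6Δ* and WT cells were also tested with limma in each of the 6 combinations of condition and time. Without memory, 18 genes differed at 0 min, 1 at 15 min and 1 at 20 min, and with memory 7, 1 and 1 genes. In all, 23 genes differed in at least 1 combination. This number ranged from 3 without replicate 3 to 70 without replicate 1. At an unadjusted p-value under 0.05, 2353 genes did. In each of the 6 combinations, a share of 0.05 of genes passes on average without any effect, so the 2353 include such genes. Averaged over the 6 combinations, 561 genes differed, 185 higher and 376 lower in *mip6Δ*, but with equal sums the genes called were 482 higher and 136 lower. Leaving out 1 replicate number lowered the 561 genes to between 253 (without replicate 3) and 413. The effect of strain on the memory effect itself had an adjusted p-value under 0.05 in 0 genes at both times, and an unadjusted one in 83 genes at 15 min and 129 at 20 min, where permuted strain labels gave medians of 266 and 228. The gene called at 15 and 20 min in both conditions was *YBL113C*, on chromosome II of sacCer3 from 280 to 2658. Without memory at 15 min, its normalized count was 1397 ± 93.0 (SD, n = 3) in WT and 1920 ± 117 (SD, n = 3) in *mip6Δ*. The log2 difference was 0.46 (standard error 0.082, adjusted p = 0.0391 from limma). With 1 replicate number left out the difference stayed between 0.39 and 0.56, but the adjusted p-value rose to as much as 0.722. *YBL113C* has a near-identical copy elsewhere in the genome, so whether its reads come from it alone could not be told.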

**Fig. 4.**
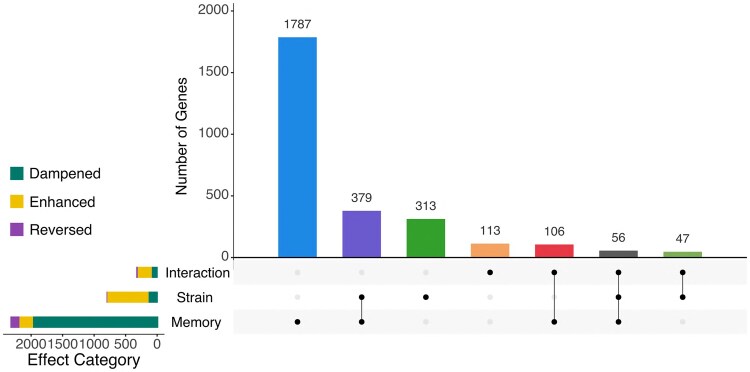
UpSet plot showing the overlap between gene groups that exhibit significant changes in expression due to memory, strain, or their interaction effects. The vertical bars represent the number of genes in each overlapping category. The horizontal bars categorize genes based on their response to experimental conditions, with colors representing different types of regulatory changes: enhancement, dampening, or reversal. Specifically, each horizontal bar corresponds to a different regression coefficient: (1) $\beta_{Time.Memory}$ (effect of memory on time-dependent expression), (2) $\beta_{Time.Strain}$ (effect of strain on time-dependent expression), and (3) $\beta_{Time.Memory.Strain}$ (interaction effect of memory and strain on time-dependent expression). Only genes that exhibit significant changes for each factor are included in the classification.

We further analyzed gene expression dynamics by focusing on time-responsive genes and the effect of transcriptional memory on their expression trajectories. Genes with significant temporal variation were grouped into two broad categories: heat shock-induced (HS-induced; Fig. 5), with increased expression over time, and heat shock-repressed (HS-repressed; Fig. 6), with decreased expression. Within each category, genes were further subdivided based on the effect of transcriptional memory over time, as captured by the interaction term $\beta_{Time\cdot Memory}$ .

**Fig. 5.**
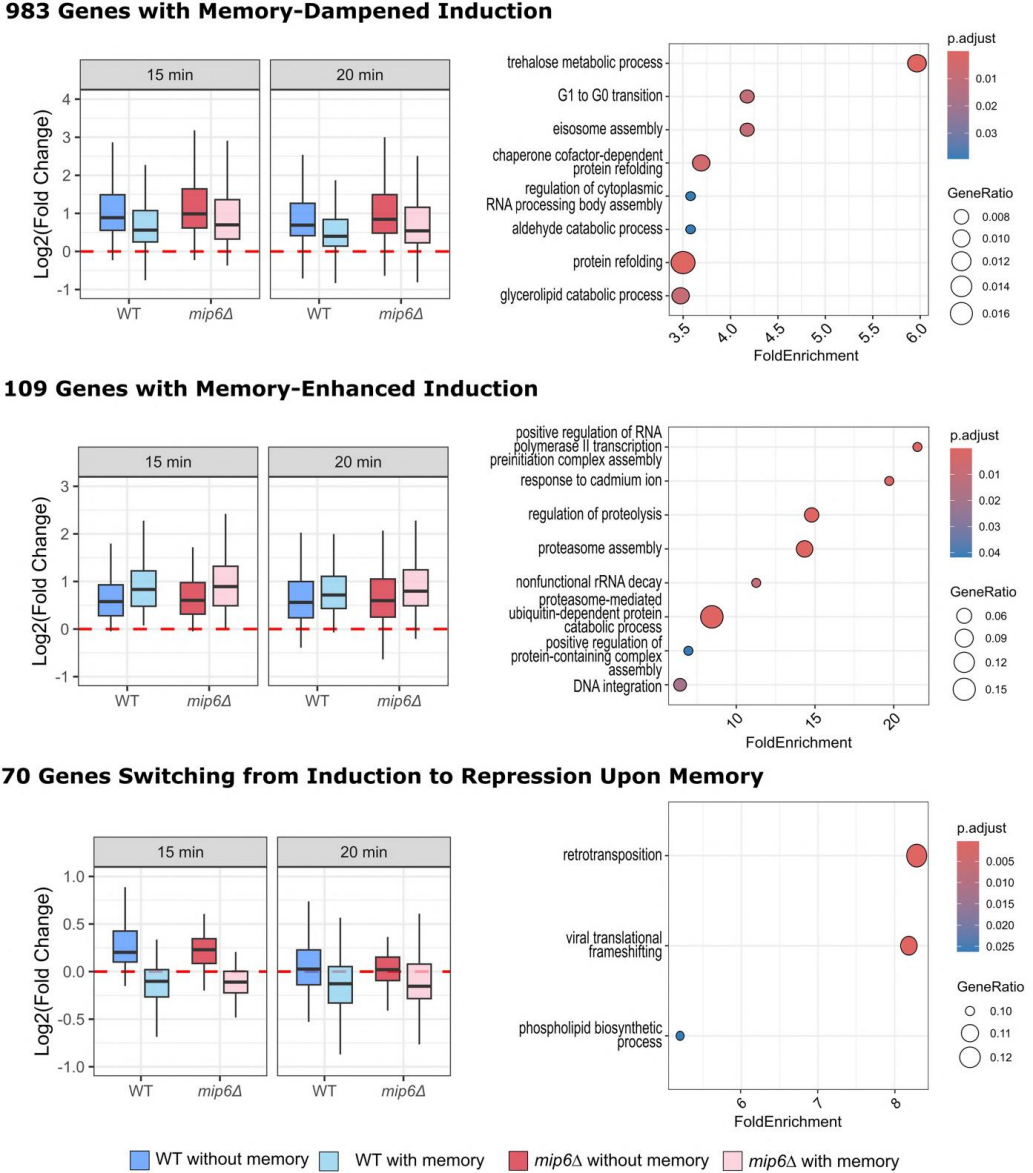
Expression patterns and functional enrichment of HS-induced genes classified by memory effect. HS-induced genes were grouped according to the effect of transcriptional memory into three categories: dampened, enhanced, or reverted. On the left, boxplots display the distribution of log₂ fold changes at 15 and 20 min after heat shock, computed using the NOISeq method, across 4 experimental conditions: WT with and without memory and *mip6Δ* with and without memory. Red dashed lines indicate the baseline (log₂FC = 0). Each panel corresponds to a distinct memory effect category. On the right, dot plots show the most significantly enriched GO-BP terms for each gene set. Enrichment was performed using the clusterProfiler::simplify function, and terms were ranked by fold enrichment. Only terms with adjusted *P*-values below 0.05 were retained. Full enrichment tables are provided in Supplementary File 2.

**Fig. 6.**
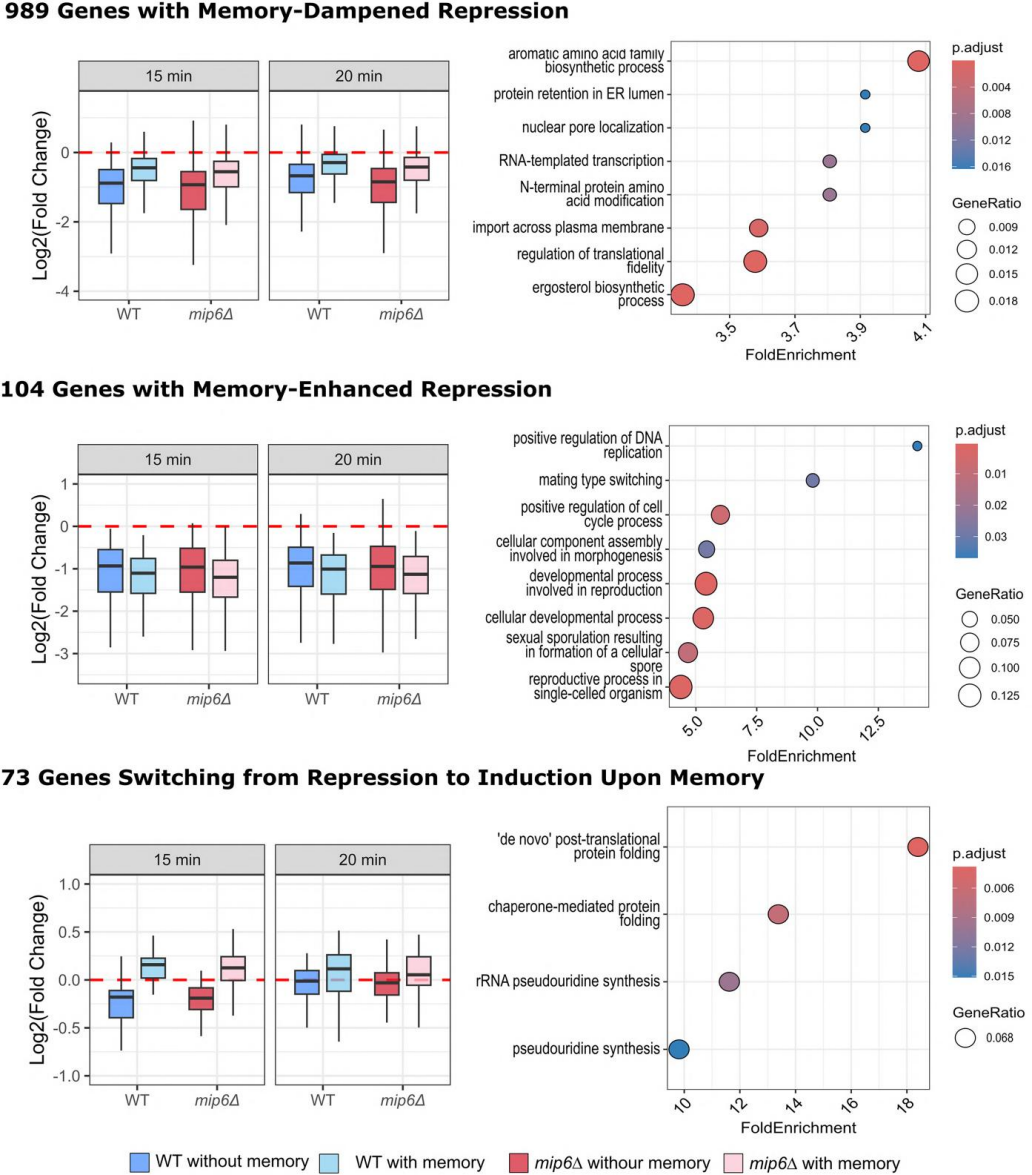
Expression patterns and functional enrichment of HS-repressed genes classified by memory effect. HS-repressed genes were classified into dampened, enhanced, or reverted categories based on the effect of transcriptional memory. Log₂ fold changes at 15- and 20-min postheat shock were computed using the NOISeq method and are shown as boxplots (left), across the same 4 conditions: WT and *mip6Δ*, with or without memory. Red dashed lines indicate the baseline (log₂FC = 0). Dot plots (right) display the most enriched GO-BP terms for each group, obtained using clusterProfiler::simplify and ranked by fold enrichment. Only terms with adjusted *P*-values below 0.05 were included. Complete enrichment results are provided in Supplementary File 2.

Our analysis revealed that memory predominantly dampens gene expression changes in both HS-induced and HS-repressed genes. Specifically, 983 HS-induced and 989 HS-repressed genes exhibited dampened expression profiles in the presence of memory (Figs. 5 and 6, upper panels, left side). 

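The effect of memory on the heat response was tested with limma in each strain as the difference between the memory and no-memory log2 fold changes against 0 min. In WT cells it was significant in 1509 genes at 15 min and 1347 at 20 min, and in *mip6Δ* cells in 1385 and 1633 genes. Leaving out replicate numbers moved these counts most. Without replicate 2, 526 WT genes and 496 *mip6Δ* genes were called at 15 min, of which 511 and 476 were also called with all replicates. Without replicate 3, 356 WT genes and 627 *mip6Δ* genes were called at 20 min, of which 346 and 617 were also called with all replicates. A gene was taken as dampened when its response kept its direction and was smaller with memory. Of the significant genes, 1088 were dampened in WT at 15 min and 967 at 20 min, and 1011 and 1202 in *mip6Δ*. No other arrangement among 100 permutations of the memory labels gave as many dampened genes in any of these 4 comparisons. A summary without a threshold was the slope, over all genes, of the memory on the no-memory log2 fold change. It was 0.70 at 15 min and 0.66 at 20 min in WT, and 0.73 and 0.67 in *mip6Δ*. As small a slope was found in 8, 9, 7 and 3 of 100 permutations, in the same order and with the real labels included.

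**Figure D2:**
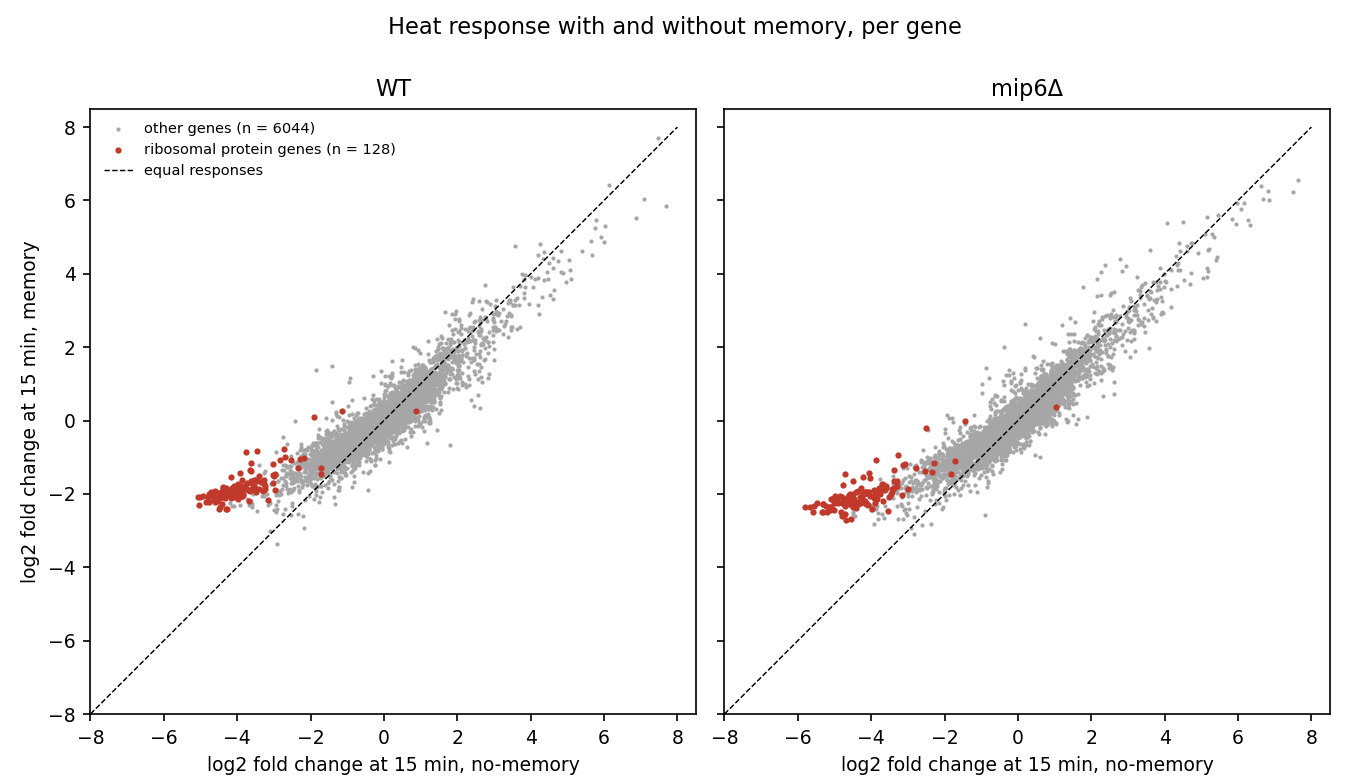
Log2 fold change at 15 min against 0 min of each gene with memory (vertical axis) and without memory (horizontal axis), in WT (left) and *mip6Δ* (right) cells, with the 128 ribosomal protein genes in red, the other genes in grey and equal responses on the dashed line. In both strains, 127 of the 128 red points lie above the line.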

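Split by the direction of the no-memory response, limma gave 292 dampened HS-induced and 796 dampened HS-repressed genes in WT at 15 min, and 350 and 617 at 20 min. In *mip6Δ*, 234 HS-induced and 777 HS-repressed genes were dampened at 15 min, and 343 and 859 at 20 min. From the linear Time.Memory term, 13 HS-induced and 127 HS-repressed genes were dampened. Backward elimination gave 1051 and 1035 genes with either time term, and 983 and 989 with both. The slope of the memory on the no-memory response at 15 min was 0.86 over HS-induced and 0.53 over HS-repressed genes in WT, and 0.92 and 0.53 in *mip6Δ*. The 128 genes for cytosolic ribosomal proteins had a median memory effect of 2.21 (camera, adjusted p = 2.69e-67, and fry, 2.51e-10). They made up 123 of the 796 dampened HS-repressed WT genes at 15 min and 88 of the 100 with the largest effect. *RPS0B* (YLR048W, chromosome XII, 242232 to 243349), 1 of them, had the largest effect in WT among genes with the same direction in all 3 replicates. Its normalized count fell from 79458 ± 9899 (SD, n = 3) to 2423 ± 649 (SD, n = 3) at 15 min without memory, but from 74900 ± 15820 (SD, n = 3) to 17560 ± 2706 (SD, n = 3) with memory. The responses differed by 2.98 on the log2 scale (standard error 0.44, adjusted p = 1.52e-05 from limma), and by 3.43 in *mip6Δ* (adjusted p = 1.8e-06). *RPS26B* (YER131W, chromosome V, 423952 to 424311), which has a near-identical copy, gave 2.92 in WT and 3.31 in *mip6Δ*. Of the HS-induced genes, the hexose transporter gene *HXT5* (YHR096C, chromosome VIII, 294669 to 296447) rose from 141 ± 59.2 to 27350 ± 2152 normalized counts without memory, and from 192 ± 62.9 to 10950 ± 2228 with memory (SD, n = 3) in WT at 15 min. Its responses differed by −1.83 (standard error 0.38, adjusted p = 0.0011) in WT. In *mip6Δ* they differed by −1.07 (adjusted p = 0.0426), a call lost without any 1 of the replicate numbers (adjusted p up to 0.268). *RIE1* (YGR250C, chromosome VII, 991176 to 993521) differed by −1.82 (adjusted p = 4.62e-05) in WT and by −1.89 (adjusted p = 2.61e-05) in *mip6Δ*.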

To elucidate the functional roles of these genes, we performed GO enrichment analysis [GO-Biological Process (GO-BP); Supplementary File 3] on each subset (Figs. 5 and 6, upper panels, right side). Among memory-dampened HS-induced genes, we observed enrichment in terms such as trehalose metabolic process, G1 to G0 transition, eisosome assembly, and protein refolding, suggesting a role in regulating stress adaptation and metabolic transitions. In contrast, memory-dampened HS-repressed genes were enriched in aromatic amino acid biosynthetic process, protein retention in the ER lumen, and nuclear pore localization, pointing to regulation of biosynthetic and trafficking pathways.

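Of the terms enriched among memory-dampened HS-induced genes, eisosome assembly and protein refolding were tested here as lists of genes, and the trehalose genes as a list of their own. The study found these terms in the same samples, so the tests are not independent evidence for them. The test was limma's camera, with a preset correlation of 0.01 between genes, on the memory effect on the heat response averaged over 15 and 20 min and both strains. Adjustment was over 18 lists. A list of 11 eisosome genes had a median memory effect of −0.28 on the log2 scale (adjusted p = 0.00486), and 9 genes annotated with eisosome assembly gave the same median (adjusted p = 0.0059). Both calls held under fry, which uses the correlation in the data (adjusted p = 0.000495 and 0.000516). Of the 11 genes, 2 had a significant effect in WT at 15 min, both smaller or reversed induction, and 2 did when adjusted over the list alone. For the 9 annotated genes, these counts were 2 and 3. In WT at 20 min, 3 of the 11 were significant, all with reversed induction. In *mip6Δ*, 3 of the 11 were significant at 15 min and 4 at 20 min. At each time, 1 of these was repressed more with memory, which goes the other way. Leaving out replicate 1 brought the medians closest to 0, to −0.163 and −0.150. The 15 genes annotated with protein refolding had a median effect of 0.41 on the log2 scale, a larger fold change with memory. In normalized counts, however, the rise at 15 min was smaller with memory in 12 of the 12 genes that rose without memory, in each strain, also with equal sums. It was not significant with camera (adjusted p = 0.0567) and was with fry (adjusted p = 0.00939). Without replicate 1, camera called this list as well (adjusted p = 0.000591). In WT at 15 min, 2 of the 15 genes were significant over all genes and 1 when adjusted over the list alone, and in *mip6Δ* 5 were and 8 when adjusted over the list alone. The G1 to G0 transition was not analysed here.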

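The 14 genes of aromatic amino acid biosynthesis had a median memory effect of 0.23 on the log2 scale, a smaller repression with memory (camera, adjusted p = 0.0059). Their median log2 fold change in WT at 15 min was −0.56 without memory and −0.40 with memory. In WT, 6 of the 14 were significant at 15 min and 7 when adjusted over the list alone, and at 20 min 7 and 9. In *mip6Δ*, 5 were significant at 15 min and 7 when adjusted over the list alone, and at 20 min 8 and 9. All of these genes were dampened. For 10 genes annotated with nuclear pore localization, the median effect was 0.24 (adjusted p = 0.0445). This call was lost without replicate 1 (adjusted p = 0.0822), without replicate 3 (0.0781) and with equal sums (0.0723). In WT at 15 min, 6 of the 10 were significant and 7 when adjusted over the list alone. The 7 genes annotated with protein retention in the ER lumen had a median effect of 0.135 and were not called by camera (adjusted p = 0.153). None of the 7 was significant in either strain at 15 or 20 min, over all genes or when adjusted over the list alone. Under fry, all 3 lists were called, with adjusted p-values of 2.39e-06, 4.94e-07 and 0.00115. All 3 terms were picked by the study from the same samples, so none of these calls is independent.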

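Memory enhanced the response, in the same direction as without memory, of 183 significant genes in WT at 15 min and 122 at 20 min, and of 185 and 159 in *mip6Δ*. Most were HS-induced at 15 min, with 143 HS-induced and 40 HS-repressed genes in WT and 136 and 49 in *mip6Δ*. Without replicate 2 or without replicate 3, 51 enhanced genes were called in WT at 15 min. Without replicate 3, 14 were called in WT at 20 min, 45 in *mip6Δ* at 15 min and 31 in *mip6Δ* at 20 min. The linear Time.Memory term gave 23 enhanced genes with limma, and backward elimination gave 796 with either time term and 213 with both. The methionine metabolism gene *STR3* (YGL184C, chromosome VII, 154615 to 156012) had a larger fold change of repression with memory at 15 min, by a difference of −1.67 (adjusted p = 0.00446 from limma) in *mip6Δ* and −1.47 (adjusted p = 0.0107) in WT. The call was lost without replicate 2 in *mip6Δ* (adjusted p = 0.0583), and without replicate 2 or replicate 3 in WT (adjusted p up to 0.114). Most of it came from a higher starting level, since memory raised *STR3* at 0 min by 1.425 in *mip6Δ* (adjusted p = 0.000565) and 1.105 in WT (adjusted p = 0.00522), the latter not called in each leave-one-out fit (adjusted p up to 0.0702).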

Memory-enhanced expression patterns were less frequent, involving 213 genes across both categories (Figs. 5 and 6, middle panels). Among these, HS-induced genes were enriched for proteolysis, proteasome activity, and mitochondrial organization, whereas HS-repressed genes were linked to meiosis, reproduction, and cell differentiation.

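The 32 genes for proteasome subunits had a median memory effect of 0.23 on the log2 scale (camera, adjusted p = 0.000112, and fry, adjusted p = 5.27e-05). Their median log2 fold change in WT at 15 min was 0.85 without memory and 1.11 with memory. In WT at 15 min, 20 of the 32 were significant and 23 when adjusted over the list alone, and in *mip6Δ* 21 and 23, all of them enhanced. At 20 min, 1 WT gene and 6 *mip6Δ* genes were significant, and 0 and 3 when adjusted over the list alone. Before the final heat shock, at 0 min, the subunits were lower with memory, by a median of −0.39 in WT and −0.41 in *mip6Δ*. At 15 min the medians were −0.090 and −0.10. With equal sums, the medians were −0.191 and −0.25 at 0 min, and turned to 0.112 and 0.068 at 15 min. The 48 genes annotated with proteasome-mediated protein catabolism had a median effect of 0.127, not called by camera (adjusted p = 0.153) but by fry (0.0236). Without replicate 1, camera called them too (adjusted p = 0.0215). For the 36 genes annotated with mitochondrion organization, the median effect was −0.026 (camera, adjusted p = 0.112). In WT at 15 min, 5 of these were significant and 3 when adjusted over the list alone, among them 1 enhanced HS-induced gene. The 48 genes annotated with meiotic cell cycle had a median effect of −0.043 (camera, adjusted p = 0.0269, and fry, 0.00168), and camera did not call them without replicate 2 (0.0609). Of these 48, 8 were significant in WT at 15 min and 7 when adjusted over the list alone. All 8 were dampened and 0 were enhanced HS-repressed genes. Because the study picked these terms from the same samples, the calls on these lists are not independent of its choice.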

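Genes with a significant memory effect whose response changed direction with memory numbered 238 in WT at 15 min and 258 at 20 min, and 189 and 272 in *mip6Δ*. By the direction without memory, 94 were HS-induced and 144 HS-repressed in WT at 15 min, and 90 and 99 in *mip6Δ*. Their number fell to 85 in WT at 15 min without replicate 2, and without replicate 3 to 45 in WT at 20 min, 57 in *mip6Δ* at 15 min and 89 in *mip6Δ* at 20 min. A direction was taken from the fitted fold change whether or not it was itself significant. The linear Time.Memory term gave 34 inverted genes with limma, and backward elimination gave 214 with either time term and 143 with both.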

The least represented group was the memory-inverted category, comprising 143 genes (Figs. 5 and 6, lower panels). Despite their lower number, the enriched GO terms pointed to roles in retrotransposition (HS-induced) and chaperone-mediated protein folding (HS-repressed).

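The 86 Gag and Pol genes of Ty elements had a median memory effect of 0.136 on the log2 scale and were not called by camera (adjusted p = 0.263) or fry (0.151). In WT, 0 of them were significant at 15 min and 1 at 20 min, and in *mip6Δ* 1 and 15, of which 5 were inverted HS-repressed and 10 enhanced. When adjusted over the list alone, 0 were significant in either strain at either time. These genes share near-identical sequences, so reads could not be assigned to single copies. Of 61 genes annotated with protein folding, 23 were significant in WT at 15 min and 28 when adjusted over the list alone, and in *mip6Δ* 29 and 36. Inverted HS-repressed genes made up 8 of the 23 and 7 of the 29. At 20 min, they made up 3 of 11 significant genes in WT and 5 of 17 in *mip6Δ*. The list as a whole had a median effect of 0.22 (camera, adjusted p = 0.0567, and fry, 0.000516), and camera called it without replicate 1 (0.0161). A list of 14 subunits of the chaperonin and prefoldin complexes had a median effect of 0.207 (camera, adjusted p = 0.00559, and fry, 5.27e-05). Their median log2 fold change in WT at 15 min was −0.21 without memory and 0.050 with memory. In WT at 15 min, 9 of the 14 were significant and 10 when adjusted over the list alone, of which 5 were inverted HS-repressed. In *mip6Δ*, 6 were significant and 8 when adjusted over the list alone, of which 4 were inverted HS-repressed. At 20 min, 2 of the 14 were significant in WT, 1 of them inverted HS-repressed, and 5 in *mip6Δ*, 4 of them inverted HS-repressed. The median log2 fold change in WT at 20 min without memory was 0.016, so the list was not repressed there. Retrotransposition and chaperone-mediated folding were terms found by the study in the same samples, which makes these tests dependent on that choice.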

Together, these findings indicate that transcriptional memory predominantly acts by dampening gene expression changes over time, likely serving to prevent excessive induction or repression of stress-responsive genes. Moreover, the selective enhancement of pathways related to proteostasis—such as proteasome-mediated degradation, chaperone-assisted folding, and posttranslational protein processing—alongside the dampening of biosynthetic and cell cycle—associated processes, suggests that memory contributes to stress resilience by modulating protein quality control and conserving energy under recurrent stress conditions.

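A smaller response can come from a changed level at 0 min or a changed level during the heat shock. For HS-induced genes dampened in WT at 15 min, the median difference between memory and no-memory was 0.044 on the log2 scale at 0 min and −0.46 at 15 min. For dampened HS-repressed genes, it was 0.024 at 0 min and 0.74 at 15 min. In *mip6Δ*, the medians were 0.060 and −0.42 for dampened HS-induced genes and 0.060 and 0.78 for dampened HS-repressed genes. Equal sums moved the medians at 0 min most, to between 0.219 and 0.234 in these 4 sets. Without replicate 2, the median at 0 min of the HS-repressed WT genes was −0.091. The median at 15 min moved most for the HS-repressed *mip6Δ* genes, to 1.40 without replicate 3. The memory effects of the strains were alike across genes, which are not independent replicates, with a correlation of 0.874 at 15 min and 0.864 at 20 min. Of the genes called in WT, 98.9% at 15 min and 99.3% at 20 min had the same direction in *mip6Δ*, and 1052 and 995 genes were called in both strains. From the larger number of dampened than of enhanced or inverted genes, the paper concludes that memory acts mainly by reducing changes in expression over time, and it proposes that this keeps stress-responsive genes from being induced or repressed too strongly.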

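Lists of genes for protein quality control and the general stress response showed memory effects in different directions. The 17 targets of the heat shock transcription factor Hsf1 had a median memory effect of 0.79 on the log2 scale, a larger fold change with memory (camera, adjusted p = 0.0442, and fry, 0.0369). Camera did not call them without replicate 2 (adjusted p = 0.125), without replicate 3 (0.322) or with replicate numbers as a block within each strain (0.0659). In WT at 15 min, 1 of the 17 was significant and 0 when adjusted over the list alone, and in *mip6Δ* 6 and 11, all enhanced. In normalized counts, the rise in WT at 15 min was smaller with memory in 16 of the 16 targets that rose without memory, so the larger fold change goes with a lower starting level. A list of 17 protein refolding chaperones, which shares genes with the Hsf1 targets and stands for a term the study found in the same samples, had a median effect of 0.60 (camera, adjusted p = 0.112, and fry, 0.0861). It was called by camera without replicate 1 (adjusted p = 3.27e-05). The 23 targets of the stress transcription factors Msn2 and Msn4 had a median effect of −0.58, a smaller induction with memory (camera, adjusted p = 0.00559), which was not called by fry (0.0861). In WT at 20 min, 7 of the 23 were significant and 7 when adjusted over the list alone, all dampened. At 15 min, 2 were significant in WT and 1 in *mip6Δ*, and 2 and 0 when adjusted over the list alone. The smaller induction did not hold for each gene. Over strains and times, 16 of the 23 had a negative effect. The median log2 fold change of the list at 15 min was larger with memory, 3.64 against 3.52 in WT and 4.16 against 3.98 in *mip6Δ*. At 20 min it was smaller with memory, 2.71 against 3.13 in WT and 3.44 against 3.62 in *mip6Δ*.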

### Persistence of stress-induced proteins under memory conditions

To further investigate the role of transcriptional memory in promoting metabolic and protein homeostasis, we measured intracellular trehalose levels. This analysis was motivated by the enrichment of the GO term GO:0005991 (trehalose metabolic process)—which includes *TPS2*, *NTH2*, *TPS1*, *CDC28*, *UGP1*, and *TSL1*—among HS-induced genes whose expression was dampened by memory (Figs. 5 and 6). 

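The 6 genes of the trehalose metabolic process were chosen by the study on these samples, so tests on them are not independent evidence. As a list, their memory effect had a median of −0.41 on the log2 scale (camera, adjusted p = 0.0371, and fry, 0.0138). Without replicate 1, the median was −0.192 and the list was still called. The median log2 fold change of the list in WT was 2.05 without memory and 1.52 with memory at 15 min, and 1.55 and 0.89 at 20 min. In *mip6Δ*, it was 2.46 and 2.13 at 15 min, and 2.10 and 1.61 at 20 min. None of the 6 genes had a significant memory effect in a single strain at 15 or 20 min, over all genes or when adjusted over the list alone. Over the alternative limma fits, however, the adjusted p-value of *TPS2* in *mip6Δ* at 15 min ranged from 0.0134 to 0.737. Averaged over strains and times, 5 of the 6 had an adjusted p-value under 0.05 from limma. *TPS1* (YBR126C, chromosome II, 488905 to 490392) rose from 16056 ± 2459 (SD, n = 3) to 102599 ± 17900 (SD, n = 3) normalized counts in WT at 15 min without memory, and from 12634 ± 5865 (SD, n = 3) to 51780 ± 10490 (SD, n = 3) with memory. Its average memory effect was −0.58 (standard error 0.21, adjusted p = 0.0232). The effect was −0.63 (adjusted p = 0.0271) for *TPS2* (YDR074W, chromosome IV, 593893 to 596583) and −0.29 (adjusted p = 0.0174) for *NTH2* (YBR001C, chromosome II, 238941 to 241283). It was −0.158 (adjusted p = 0.0393) for *CDC28* (YBR160W, chromosome II, 560078 to 560974) and −0.36 (adjusted p = 0.0296) for *UGP1* (YKL035W, chromosome XI, 369891 to 371390). *TSL1* (YML100W, chromosome XIII, 70624 to 73920) gave −0.47 and was not significant (adjusted p = 0.338). Its normalized count in WT memory samples at 0 min was 18378 ± 18630 (SD, n = 3), a spread as large as the mean, and without replicate 1 its effect at 15 min in WT changed from −0.70 to 0.014.

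**Figure D3:**
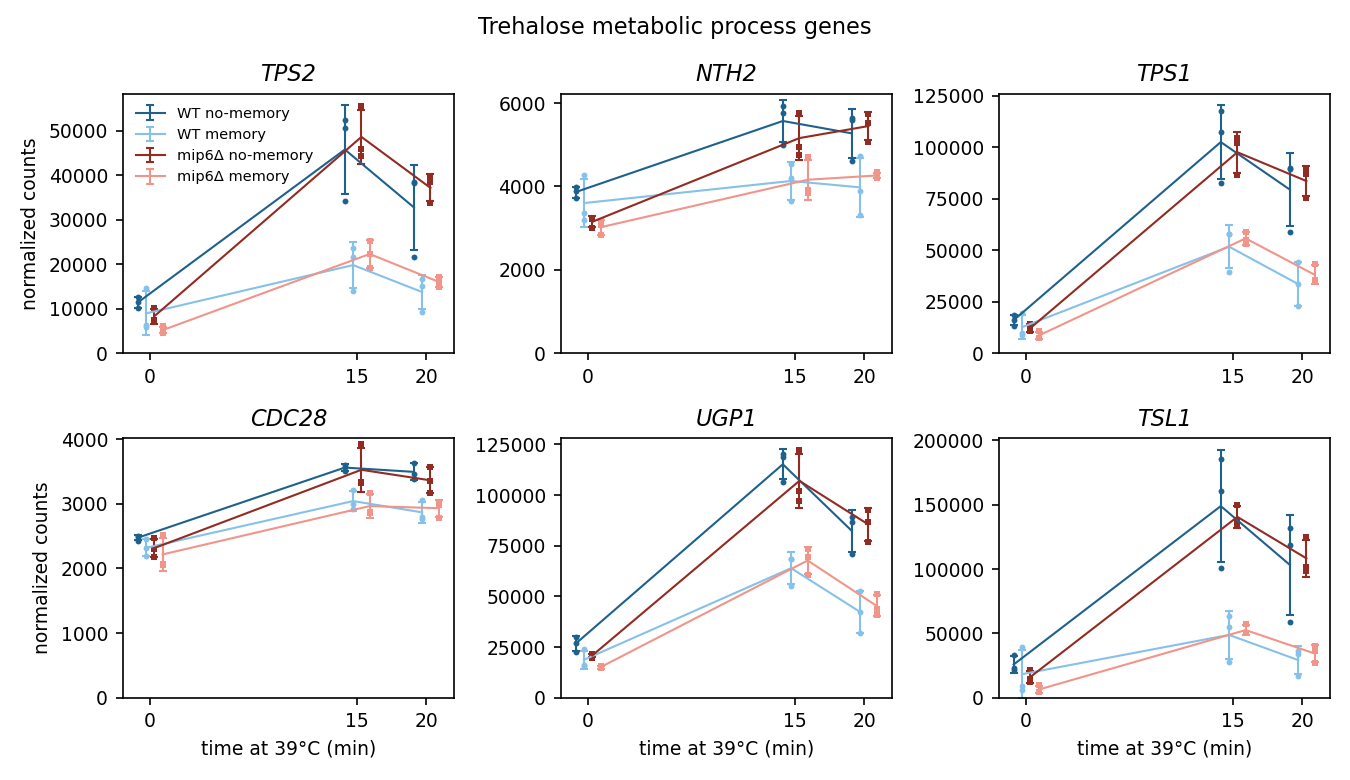
Normalized counts of the 6 genes against the time of the final heat shock (min), for WT and *mip6Δ* cells with and without memory, with replicates as points, means of 3 replicates joined by lines and error bars of ± SD (the lower end for *TSL1* in WT memory at 0 min is drawn to 0). At 15 min, the means with memory are below those without memory for each of the 6 genes in both strains.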

As shown in Fig. 7a, trehalose accumulation increased after 20 min of heat shock but was attenuated in the memory condition. This dampening effect was particularly pronounced in the *mip6Δ* strain, where trehalose levels were significantly reduced (light-colored bars). In contrast, GO terms associated with proteostasis were enriched among HS-induced genes whose expression was enhanced by memory. To examine this further, we quantified the levels of Hsp12, a heat shock protein known to promote cell survival under various stress conditions, including elevated temperature, osmotic stress, and nutrient limitation. 

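The small heat shock protein genes *HSP26* and *HSP42* and the mitochondrial chaperone gene *HSP78* were HS-induced with a larger fold change with memory. Averaged over strains and times, the memory effect was 0.52 (adjusted p = 0.0235 from limma) for *HSP26* (YBR072W, chromosome II, 382030 to 382674) and 1.24 for both *HSP78* (YDR258C, chromosome IV, 971808 to 974243; adjusted p = 0.0159) and *HSP42* (YDR171W, chromosome IV, 806621 to 807748; adjusted p = 0.0368). On the same average, 10 of the 17 Hsf1 targets were called with all replicates, but 0 without replicate 2 or without replicate 3. In WT alone at 15 min, none of *HSP26*, *HSP78* and *HSP42* was significant, with adjusted p-values of 0.126, 0.323 and 0.356. Over the alternative limma fits, these ranged from 0.000415 to 0.464 for *HSP26* and from 0.00245 to 0.797 for *HSP78*. The *HSP78* effect ranged from 0.348 to 1.775 over leave-one-out fits. In *mip6Δ* at 15 min, the effects were 0.804 for *HSP26* and 1.778 for *HSP78*. The larger fold change started from a lower level. In WT, *HSP78* rose from 35526 ± 8654 (SD, n = 3) to 138557 ± 44630 (SD, n = 3) normalized counts at 15 min without memory, and from 7975 ± 8907 (SD, n = 3) to 40475 ± 16440 (SD, n = 3) with memory. At 0 min, memory lowered *HSP78* by −2.77 on the log2 scale (adjusted p = 0.000103) and *HSP42* by −3.08 (adjusted p = 0.000173) in WT. These differences ranged over leave-one-out fits from −3.50 to −2.22 and from −3.95 to −2.42. *HSP12* (YFL014W, chromosome VI, 107256 to 107585) rose from 1309 ± 543 (SD, n = 3) to 221349 ± 36800 (SD, n = 3) without memory and from 952 ± 278 (SD, n = 3) to 192297 ± 28850 (SD, n = 3) with memory in WT at 15 min. Its memory effect was 0.23 in WT (adjusted p = 0.741) and 0.159 in *mip6Δ* (adjusted p = 0.835), and it turned to −0.016 in WT without replicate 3 and to −0.150 in *mip6Δ* without replicate 1.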

Unlike canonical molecular chaperones, Hsp12 primarily stabilizes the plasma membrane rather than assisting in protein folding. Hsp12 protein levels did not return to baseline after the recovery period. Instead, they remained at levels comparable to those at 20 min of heat shock, suggesting that Hsp12 degradation is delayed in memory conditions (Fig. 7b). These findings reveal a distinct persistence of Hsp12 protein during recovery, contrasting with the transient dynamics of trehalose accumulation.

**Fig. 7.**
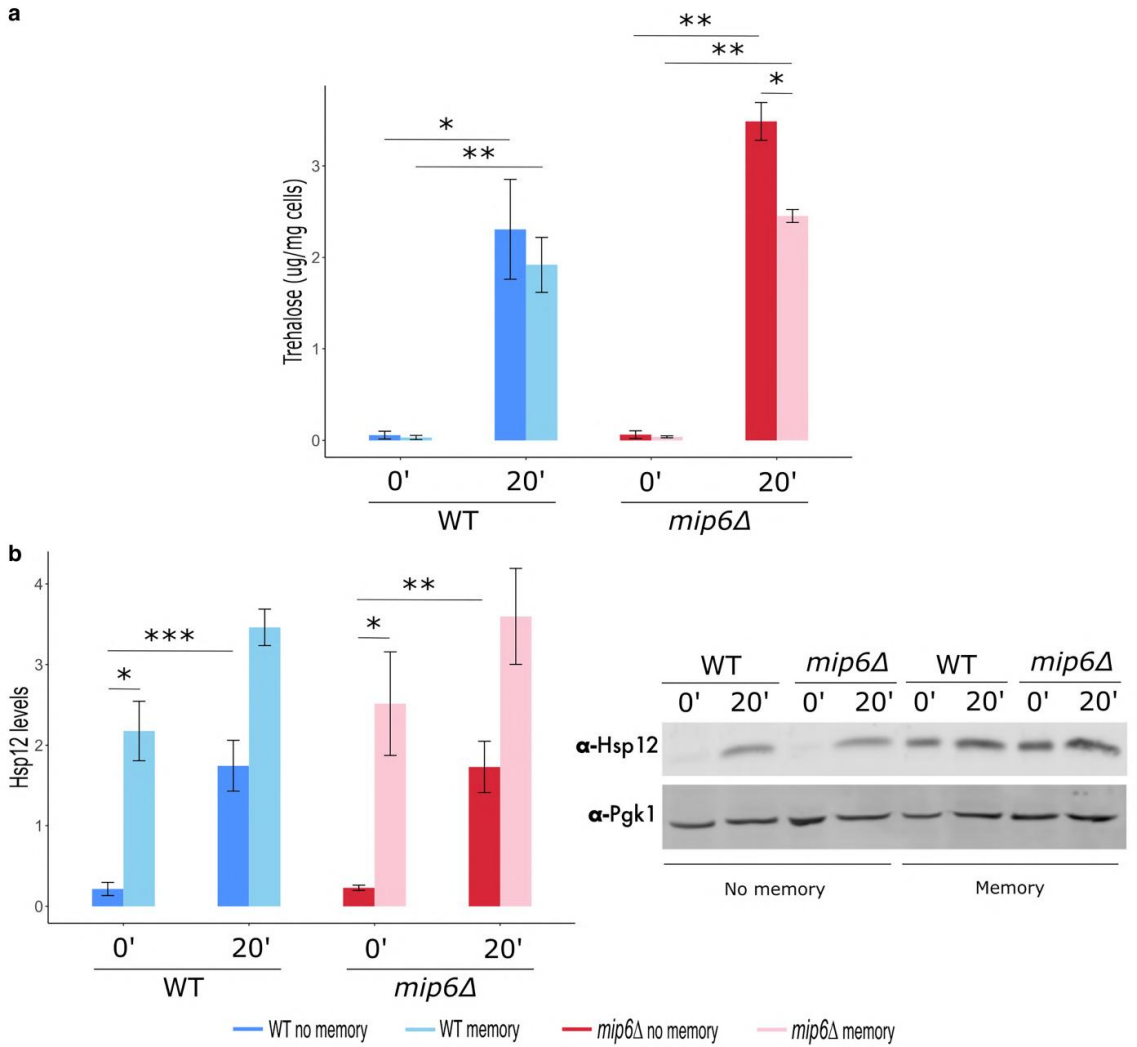
Effect of memory on different gene expression products. a) Trehalose levels were measured by enzymatic hydrolysis with trehalase. b) Hsp12 protein levels were quantified following TCA precipitation and Western blotting. Western blot images show Hsp12 and Pgk1 protein levels, with Pgk1 used as a loading control for normalization. Statistical differences between conditions were analyzed using a two-tailed paired *t*-test in R. Data represent the mean ± SE of 3 biological replicates. Statistical significance is denoted as follows: *P* < 0.05 (*), P < 0.01 (**), and *P* < 0.001 (***).

### Mip6 functionally interacts with the histone deacetylase Rpd3

Rpd3 is a well-established regulator of transcriptional memory in *S. cerevisiae* (Lee *et al.* 2018). Mip6-TAP pulldown experiments conducted in our lab identified Rpd3 as a potential interacting partner (Supplementary File 4), suggesting a functional link between Mip6 and Rpd3. To explore this relationship, we first assessed whether Rpd3-regulated genes are overrepresented in specific expression response categories defined in our memory analysis (enhanced, dampened, or inverted; as in Figs. 5 and 6). Genes whose pattern is unaffected by memory were also included.

Using the Saccharomyces Genome Database (SGD; https://www.yeastgenome.org) (Engel *et al.* 2025), we compiled a set of Rpd3-dependent genes and compared the distribution of their expression profiles to that of all expressed genes. As shown in Fig. 8a, the Rpd3-regulated gene set exhibited significant deviations from the overall distribution, suggesting selective enrichment or depletion of specific transcriptional memory patterns.

**Fig. 8.**
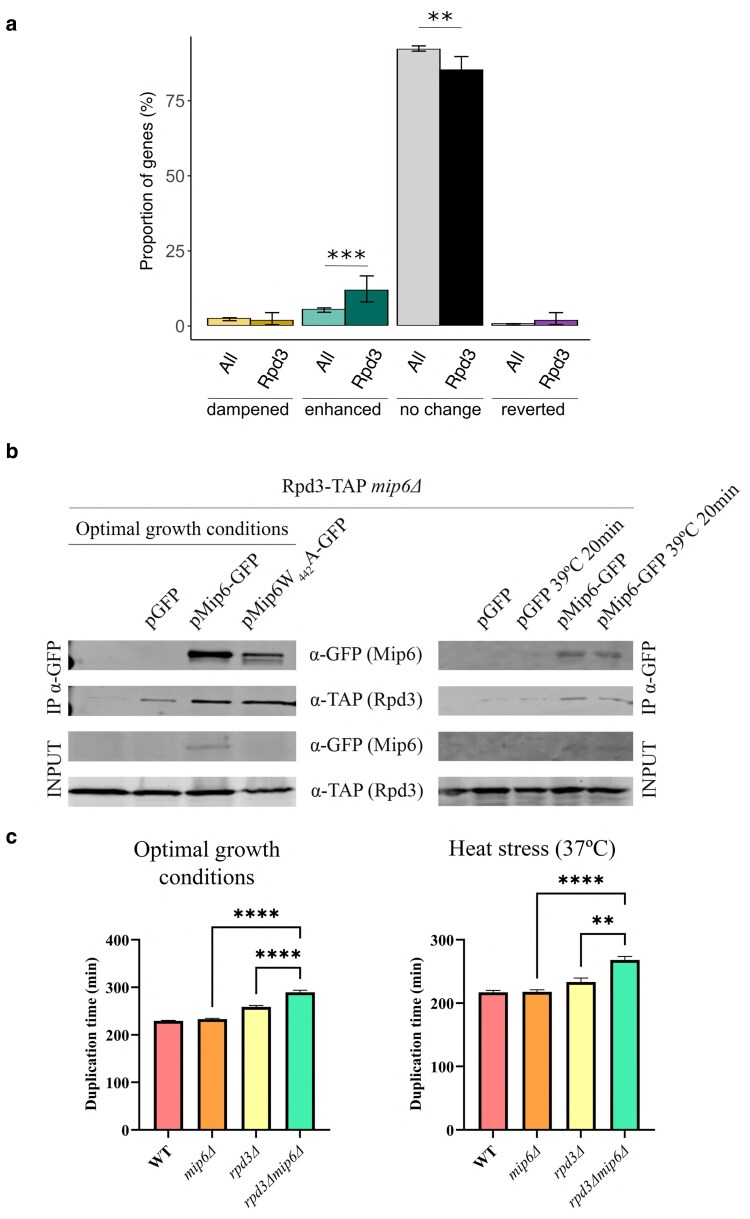
Mip6 physically, genetically, and functionally interacts with HDAC Rpd3. a) Comparison of the distribution of gene classification categories between the Rpd3-regulated gene set and all expressed genes. Bars represent the proportion of genes classified based on the effect of the memory × time × strain interaction factor as enhanced, dampened, no change, or inverted. Error bars indicate 95% confidence intervals, and statistical significance was assessed using a proportion test. Significance levels are indicated above bars: *P* < 0.001 (***), *P* < 0.01 (**), and *P* < 0.05 (*). A significant deviation from the overall gene distribution suggests enrichment or depletion of certain regulatory patterns within the Rpd3-regulated gene set. b) Immunoprecipitation of Mip6-GFP or Mip6W442A-GFP expressed from plasmid in Rpd3-TAP *mip6Δ* strain under optimal conditions or following a heat shock at 39°C for 20 min. An empty plasmid and a strain that expresses no plasmid were used as negative controls. Mip6-GFP and Rpd3-TAP were detected by Western blotting using the indicated antibodies. c) Duplication time of WT, *mip6Δ*, *rpd3Δ*, and *rpd3Δmip6Δ*, strains under optimal conditions and upon heat stress (37°C). Data represent the mean and the SE of 3 biological replicates. ****P-value < 0.001 (right).

Given this enrichment and the prior identification of Rpd3 in the Mip6-TAP assay, we next tested whether Mip6 and Rpd3 physically interact. We performed a coimmunoprecipitation (co-IP) assay by expressing Mip6-GFP from a plasmid in an Rpd3-*TAP mip6Δ* strain under three conditions: optimal growth, heat shock (39°C for 20 min), and in the presence of the Mip6W442A point mutation, which disrupts the interaction between Mip6 and the mRNA export factor Mex67.

As shown in Fig. 8b, Mip6 copurifies with the histone deacetylase Rpd3 under all tested conditions, confirming a physical interaction between the 2 proteins. This interaction is preserved under both normal and heat stress conditions and occurs independently of Mex67 binding, as the Mip6W442A mutation does not impair Rpd3 copurification. These findings demonstrate that Mip6 interacts directly or indirectly with Rpd3 in a Mex67-independent manner, supporting a mechanistic link between Mip6 and chromatin-based regulation of transcriptional memory.

To further support a functional interaction between Mip6 and Rpd3, we analyzed the growth of WT, *mip6Δ*, *rpd3Δ*, and the double mutant *rpd3Δmip6Δ* strain under both optimal conditions and heat stress (37°C). Growth assays were conducted to compare growth curves and calculate doubling times across genotypes. As shown in Figs. 8b and 8c, the *rpd3Δmip6Δ* double mutant exhibited a significantly reduced growth rate compared to the corresponding single mutants, indicating a negative genetic interaction between *MIP6* and *RPD3*.

Both Mip6 and Rpd3 have previously been implicated in the regulation of Msn2/4-dependent transcripts (Ruiz-Roig *et al.* 2010; Martín-Expósito *et al.* 2019). To test whether the combined deletion of *MIP6* and *RPD3* exacerbates this regulatory effect, we measured the mRNA levels of a well-characterized Msn2/4 target gene, *HSP12*, in WT, *mip6Δ*, *rpd3Δ*, and *rpd3Δmip6Δ* strains using RT-qPCR.

As shown in Fig. 9, deletion of *MIP6* led to a significant increase in *HSP12* mRNA levels upon heat stress, consistent with a role for Mip6 in dampening stress-induced expression. In contrast, deletion of *RPD3* resulted in reduced expression of the transcript, and the *rpd3Δmip6Δ* double mutant exhibited mRNA levels comparable to the *rpd3Δ* single mutant. These results suggest that Rpd3 is epistatic to Mip6 and plays a dominant role in regulating Msn2/4-dependent gene expression during heat stress.

**Fig. 9.**
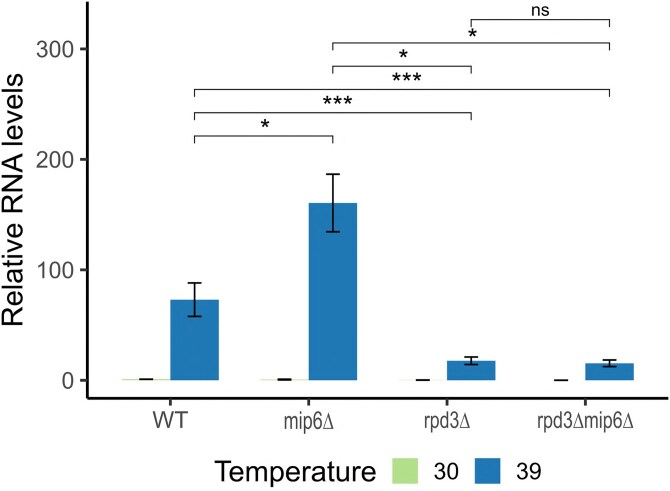
*HSP12* transcript levels in WT, *mip6Δ*, *rpd3Δ*, and *rpd3Δmip6Δ* strains under optimal and heat shock conditions. RNA was extracted from yeast cultures grown at 30°C or subjected to a 20-min heat shock at 39°C. *HSP12* expression was quantified by RT-qPCR and normalized within each biological replicate to the WT 30°C condition (set as 1). Bars represent the mean relative ###RNA levels across 3 biological replicates; error bars indicate standard error of the mean (SEM). Statistical significance was assessed using pairwise Wilcoxon tests comparing strains at 39°C, with significance levels denoted as *P* < 0.05 (), *P* < 0.01 (), *P* < 0.001 () and “ns” indicating nonsignificant differences.

## Discussion

### Transcriptional memory dampens gene expression to prevent excessive activation or repression

Yeast cells display a transcriptional memory mechanism that enables a faster or altered response to heat stress following a prior exposure. This memory can persist across several generations (Light *et al.* 2013; D’Urso *et al.* 2016; Sump and Brickner 2022) and has also been documented in other organisms, including *Arabidopsis* (Ding *et al.* 2013; Liu *et al.* 2014). In yeast, most previous studies have focused on specific gene loci, such as those involved in galactose metabolism or *INO1* induction (Light *et al.* 2013; D’Urso *et al.* 2016; Randise-Hinchliff *et al.* 2016).

To examine the global transcriptional impact of heat shock memory, we designed an experiment in which cells were exposed to either a single heat shock (no-memory) or a sequential heat shock separated by a 60-min recovery at 30°C (memory condition). The temperature and recovery window were selected based on previous findings showing that stress-induced gene expression typically resets within 60 min (Lu *et al.* 2009), and because Mip6-containing stress granules also disassemble during this timeframe (Martín-Expósito *et al.* 2019). This setup allowed us to capture transcriptional and posttranscriptional changes associated with transcriptional memory and Mip6 function.

Our transcriptomic analyses led to several key conclusions. First, transcriptional memory predominantly dampens gene expression in response to heat stress, mitigating both excessive gene induction and repression upon reexposure. This buffering effect likely prevents overactivation of stress pathways, contributing to a more controlled adaptive response. The sustained accumulation of Hsp12 protein under memory conditions supports the idea that the sustained presence of stress-protective proteins reduces the need for strong transcriptional reinduction. Second, memory effects are gene-specific and enriched in biological processes such as metabolism, proteostasis, and reproduction, suggesting a selective role for memory in modulating essential adaptive pathways. Third, our data identify Mip6 as a key modulator of this response, acting in concert with the histone deacetylase Rpd3, a known chromatin-based regulator of transcriptional memory (Ruiz-Roig *et al.* 2010).

### Is Mip6 a negative regulator of HDAC Rpd3?

Mip6 is an RBP involved in regulating stress-responsive transcripts, including those associated with trehalose metabolism and ribosomal protein genes. While the molecular mechanism of Mip6's regulatory activity remains unclear, our results suggest that it may modulate chromatin structure indirectly via histone deacetylation. Specifically, Mip6 genetically interacts with the histone deacetylase Rpd3, suggesting a pathway centered on HDAC function.

We show that the *rpd3Δmip6Δ* double mutant exhibits synthetic growth defects under both optimal and stress conditions and that Mip6 physically interacts with Rpd3 regardless of temperature or Mex67-binding status. Moreover, Mip6 and Rpd3 affect overlapping transcriptional targets, including *HSP12* and *CTT1*, and the double mutant phenocopies the *rpd3Δ* strain, suggesting that Rpd3 is epistatic to Mip6. Together, these findings indicate that Mip6 may act as a negative regulator of Rpd3 activity or recruitment, potentially modulating histone deacetylation in a context-dependent manner. Interestingly, preliminary genetic data also suggest that Mip6 may positively regulate other HDACs, as shown by a synthetic genetic interaction with *hda1Δ*. This raises the possibility that Mip6 influences multiple deacetylase pathways, fine-tuning chromatin states across distinct stress-responsive gene sets depending on environmental context.

The precise nature of the Mip6–Rpd3 interaction remains unresolved. It is unclear whether Mip6 associates with all Rpd3-containing complexes or interacts specifically with a subcomplex. Notably, alternative forms of Rpd3, such as the stress-responsive isoform Rpd3μ, have been implicated in responses to osmotic and oxidative stress (Baker *et al.* 2013; McDaniel and Strahl 2013) and can be recruited to chromatin independently of Rpd3 core components. It will be important to determine whether Mip6 contributes to Rpd3 recruitment and interacts with other components of the Rpd3 regulatory complexes.

## Concluding remarks and broader implications

Together, our findings support a model in which transcriptional memory is governed by the interplay between RBPs and chromatin-based mechanisms. Mip6 appears to bridge posttranscriptional regulation and histone modification pathways, contributing to the fine-tuning of gene expression during repeated environmental challenges. Future studies should determine whether Mip6 interacts with specific Rpd3 complexes and whether it modulates histone deacetylation broadly or in a gene-specific manner. Expanding these analyses to other stress conditions may reveal a more general role for Mip6 in transcriptional memory and mRNA homeostasis. Understanding how yeast cells coordinate stress-induced gene expression and proteostasis in fluctuating environments could provide insights relevant to both microbial biotechnology and stress adaptation in higher eukaryotes, with potential biomedical applications.

## Supplementary Material

jkaf144_Supplementary_Data

## Data Availability

RNA-seq dataset is available at GEO as GSE276802. The R code for the analyses is available at https://github.com/SusanaRodriguezLab/TranscriptionalMemory/. Supplemental material available at *G3* online.

# Supplementary material for: Transcriptional memory dampens heat shock responses in yeast: functional role of Mip6 and its interaction with Rpd3
**Source:** G3 (Bethesda). 2025 Jun 19;15(8):jkaf144. doi: 10.1093/g3journal/jkaf144
**Supplement:** jkaf144_Supplementary_Data

# Chaperones

## HSP12

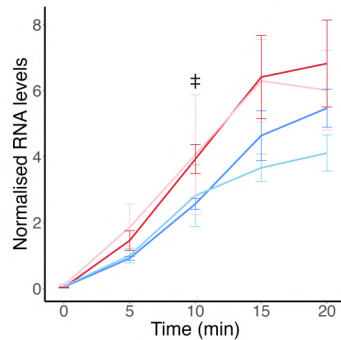

## HSP78

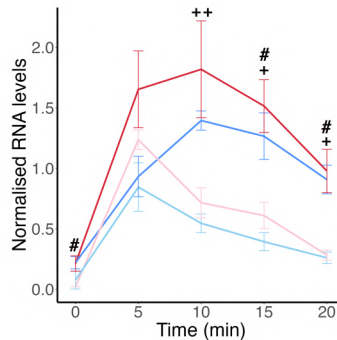

## HSP26

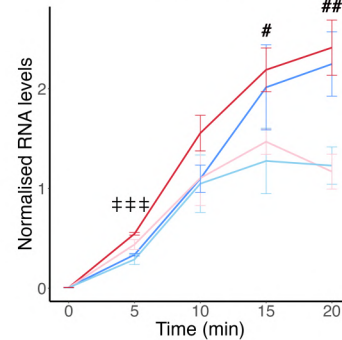

# Trehalose metabolism

## TPS1

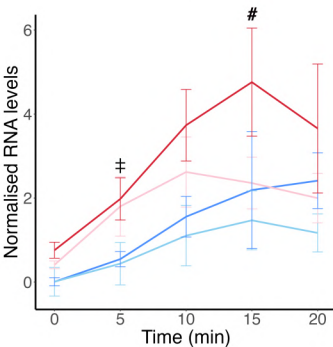

## TPS2

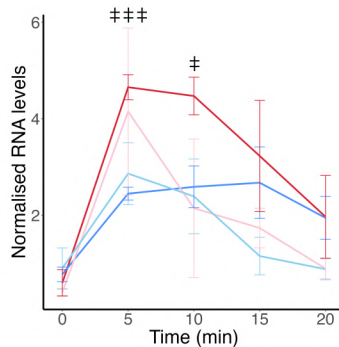

## FAA1

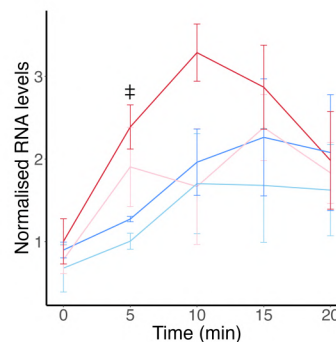

## ACC1

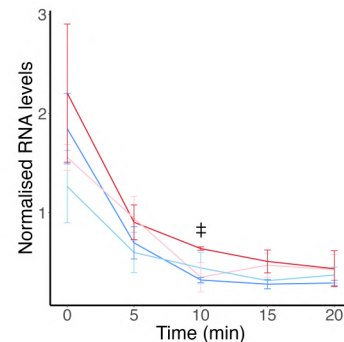

— WT no memory

— WT memory

— *mip6*Δ no memory

— *mip6*Δ memory

# Supplementary material for: Transcriptional memory dampens heat shock responses in yeast: functional role of Mip6 and its interaction with Rpd3
**Source:** G3 (Bethesda). 2025 Jun 19;15(8):jkaf144. doi: 10.1093/g3journal/jkaf144
**Supplement:** jkaf144_Supplementary_Data

# Dampened induction by memory

## Strain-Attenuated Dampening of Induction Memory (n = 20)

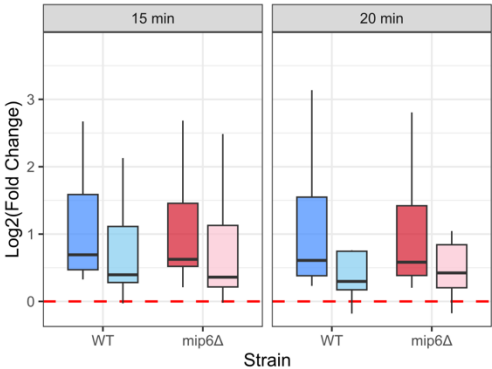

MGR1, HAC1, DUG1, CLF1, FBP1, LUC7, SND1, PKH3, DSF2, CRT10, YOR012W, VPS5, TRE2, GTT1, YPS6, ERR3, SAM50, YPL277C, ARO9, YEL073C

## Strain-Exacerbated Dampening of Induction Memory (n = 40)

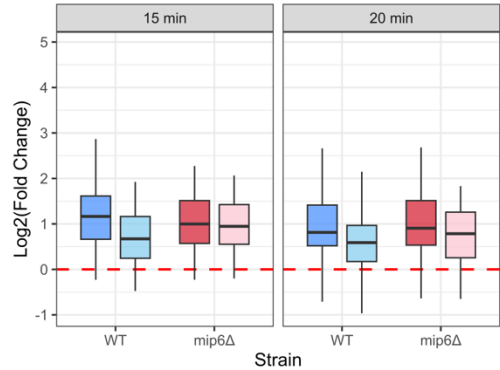

RRT12, IZH3, TML25, UIP3, STF1, CPP3, YNCD0013C, SAC6, YDR215C, PHO92, SNF1, GAL10, SHE10, YPS5, YGL258W-A, MCO32, YNCG0029C, SHY1, HUA1, MBB1, DAN4, ROD1, YNCI0010C, YIM1, YMR206W, GPI12, HER2, NPR1, YNCN0011W, YNL033W, PGC1, CAR1, YOP1, YHL042W, RPN3, ZRG8, UBP3, YER181C, CMC4, SNR6

## Strain-Induced Inversion of Induction Memory (n = 3)

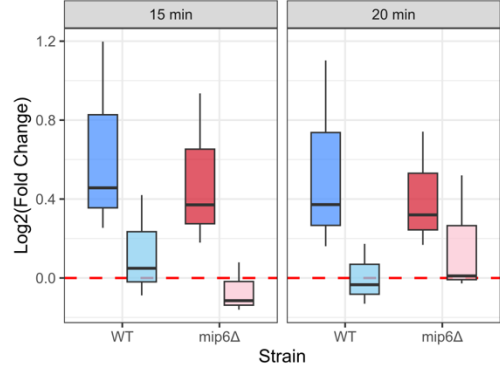

YNCF0008C, PTR3, IML1

# Enhanced induction by memory

## Strain-Attenuated Memory of Gene Induction (n = 7)

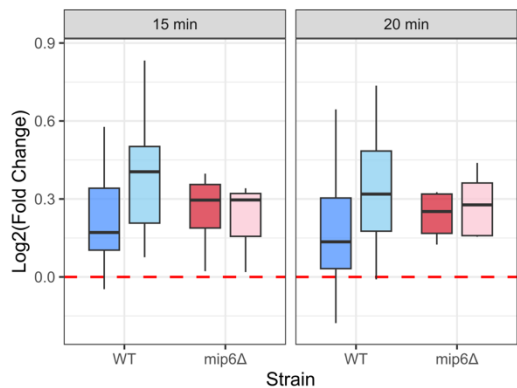

EPL1, JAC1, MRPS35, MRPL13, PPA2, COX11, SOL3

## Strain-Enhanced Memory of Gene Induction (n = 3)

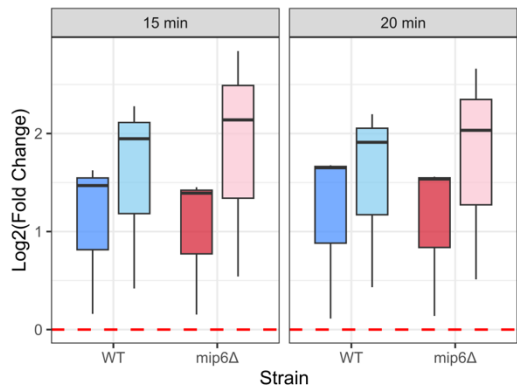

OTU1, ARC40, YOL038C-A

## Strain-Induced Inversion of Induction Memory (n = 1)

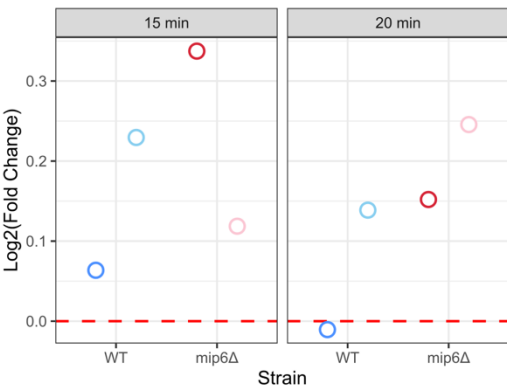

YPT6

# Induction inverted by memory

Strain-Exacerbated Inversion of Induction Memory (n = 5)

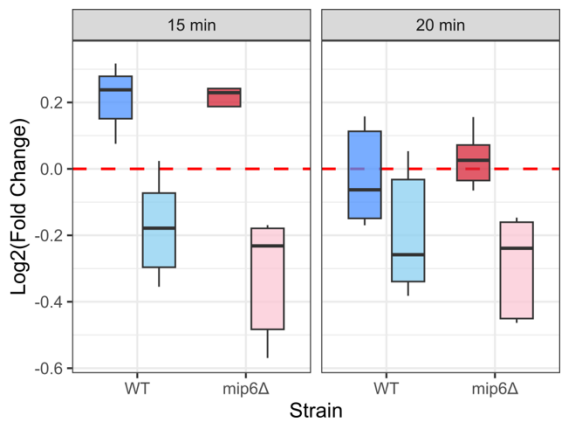

OCA4, TFC6, PET127, ORC1, RTT105

Strain-Attenuated Inversion of Induction Memory (n = 1)

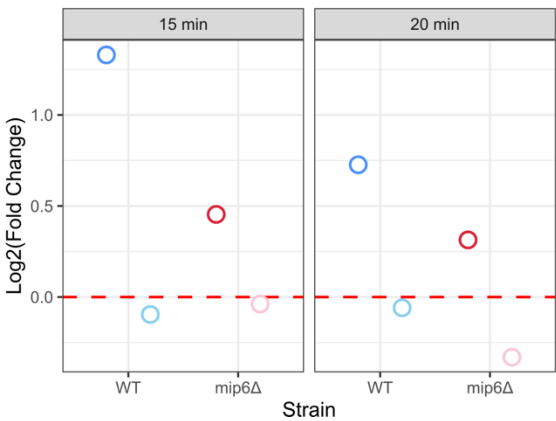

YNCP0008C

# Enhanced repression by memory

Strain-Attenuated Memory of Gene Repression (n = 4)

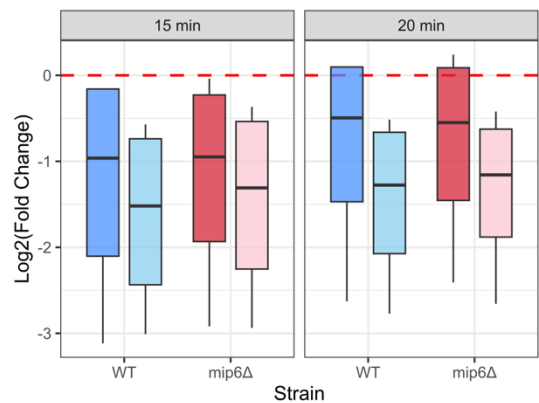

HAP4, YSR3, HRP1, SKS1

Strain-Enhanced Memory of Gene Repression (n = 5)

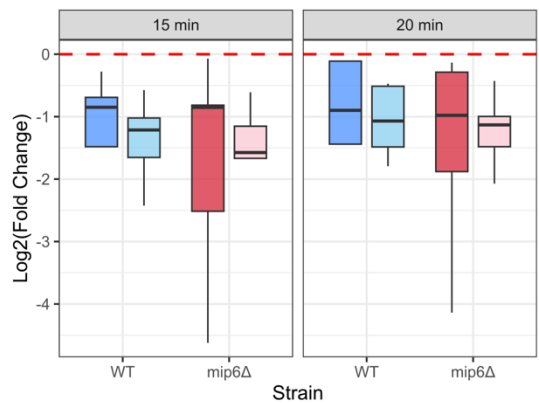

RPL15A, MNN14, YJR146W, CTF18, MUP3

Strain-Induced Inversion of Repression Memory (n = 1)

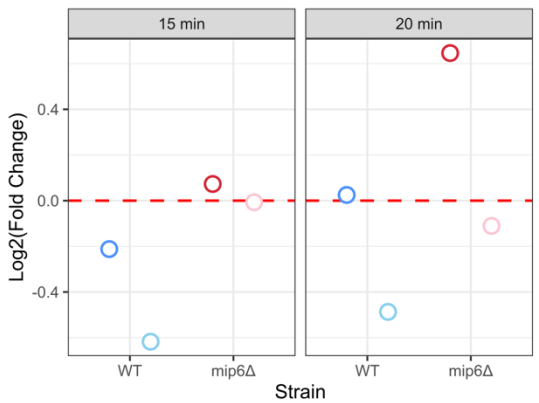

DIT2

# Repression inverted by memory

## Strain-Attenuated Inversion of Repression Memory (n = 3)

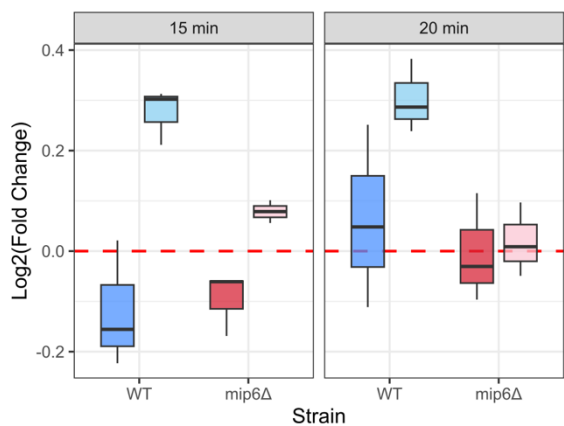

ROG1, MNP1, MRS3

## Strain-Exacerbated Inversion of Repression Memory (n = 1)

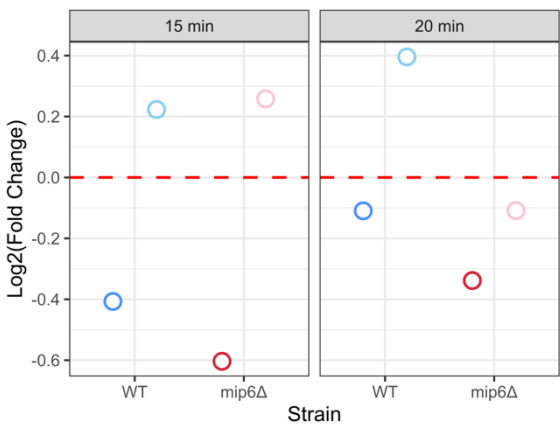

SNR31

## Strain-Reverted Inversion of Repression Memory (n = 6)

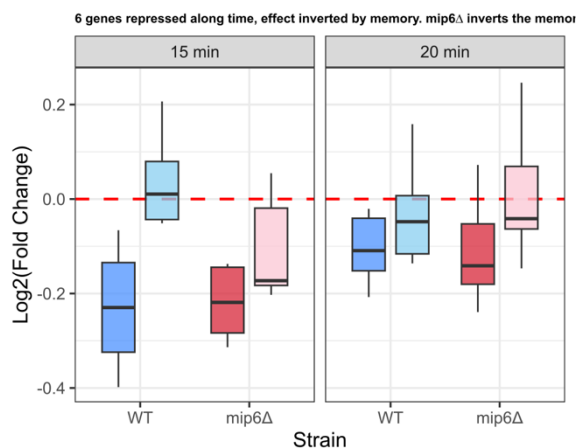

RSC20, JJJ2, MSB4, TOP1, TAF7, ARP7

# Dampened repression by memory

## Strain-Exacerbated Dampening of Repression Memory (n = 4)

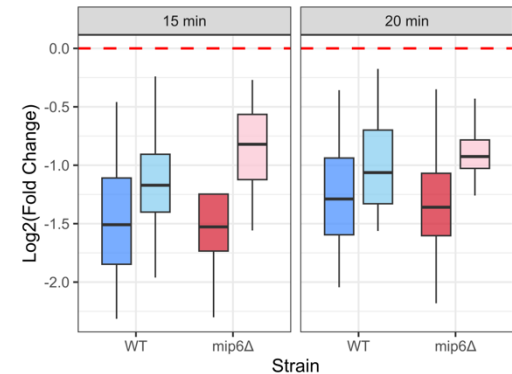

YBL029W, ORM1, URA2, GEP4

## Strain-Attenuated Dampening of Repression Memory (n = 56)

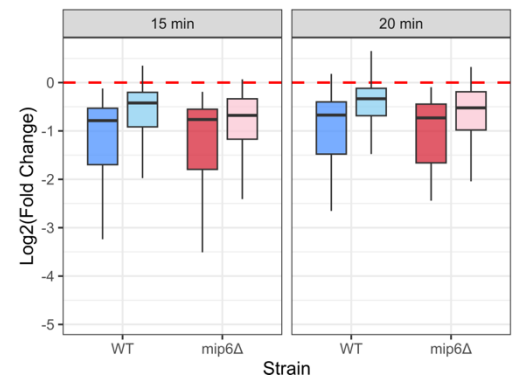

RPS14A, TAH1, YEH2, YLR179C, VTA1, MAP1, ADE1, CMR1, NSI1, ADK1, CIA1, HPT1, RPS18A, BNA4, ALG3, YBR197C, MTO1, TPN1, NUP57, SYF2, ADE3, SER2, SOP4, FAR1, ABF1, AUR1, PXL1, YAP7, HTZ1, ERP4, RTS2, SER1, RPL40A, CAB2, SER33, BET1, PRI1, ATR1, RPS18B, YML018C, PHA2, RPL18B, CBK1, RPL1A, SPT14, RPL33A, MNN9, AIM45, FHL1, RPL8A, RPS27B, TCA17, NPP2, IES5, SPT15, YER145C-A

# Supplementary material for: Transcriptional memory dampens heat shock responses in yeast: functional role of Mip6 and its interaction with Rpd3
**Source:** G3 (Bethesda). 2025 Jun 19;15(8):jkaf144. doi: 10.1093/g3journal/jkaf144
**Supplement:** jkaf144_Supplementary_Data

**Supplementary material legends**

**Figure S1.** Cell viability of memory and non-memory cultures subjected to heat shock in *WT* and *mip6Δ* strains. Viability was assessed by colony-forming units (CFU) on YPD plates incubated for 48 hours. Cells were sampled at 0 and 20 minutes of heat shock. The values shown represent CFU relative to the initial cell count. To facilitate comparisons, values were normalized to 1, representing the highest viability observed at each stress time point. Sample differences between memory and non-memory conditions, and between both strains (WT and *mip6∆*) were analyzed using a two-tailed paired and unpaired t-test in R, respectively. Data are presented as mean ± standard error (SE) from at least three biological replicates.

**Figure S2.** A 60-minute recovery prior to sequential heat exposure dampens the activation of heat shock genes. RNA levels of *HSP12*, *HSP78*, *HSP26*, *TPS*1, *TPS2*, *FAA1*, and *ACC1* were measured by qRT-PCR in WT and mip6Δ strains following the previously described experiment (Fig. 1). Gene expression values were calculated using the ΔΔCt method, with SCR1 as the reference gene. Data are presented as mean ± standard error (SE) from three biological replicates. Statistical comparisons were performed in R using two-tailed t-tests: (i) paired t-tests for WT memory vs. WT nomemory (p < 0.05 (+), p < 0.01 (++), p < 0.001 (+++)), (ii) paired t-tests for *mip6Δ* memory vs. *mip6Δ* no-memory (p < 0.05 (#), p < 0.01 (##), p < 0.001 (###)), and (iii) unpaired t-tests for WT vs. *mip6Δ* in the no-memory condition (p < 0.05 (‡), p < 0.01 (‡‡), p < 0.001 (‡‡‡)). The comparison between WT vs. *mip6Δ* in the memory condition showed no significant differences at any time point.

**File S1.** Categorization of genes according to model parameters

**File S2.** Expression and GO plots of genes belonging to each combination of parameter levels

**File S3.** Results from GO Enrichment analysis

**File S4.** Data from Mip6-TAP purification showing Rpd3S subunits.

How the deposited data were processed for this re-analysis (not part of the article)

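The authors trimmed the reads with Trimmomatic, mapped them to the *S. cerevisiae* genome sacCer3 (R64) with HISAT2, and counted them per gene after StringTie. The signal used here is the authors' normalized count of each gene, as deposited: the authors made it from the read counts by a low count filter with NOISeq, TMM normalization and ARSyN removal of hidden batch effects. The values are on a linear scale and cover 6172 genes in 36 samples, in 12 groups of 3 replicates. The paper does not say whether the groups were given to ARSyN. If they were, the spread within groups is narrower than in the read counts, adjusted p-values are too small and real labels are favoured over permuted ones, which was not tested because the read counts were not used.

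The deposited read counts, 36 columns, were not used here. The main test fixed beforehand was a quasi-likelihood test on these counts. The check of units could not read the columns of the count table, which are separated by semicolons, so limma on the authors' normalized counts, fixed beforehand as an alternative, took its place before any result was computed. No test on read counts was run, and edgeR and DESeq2 were not used. The sequencing depth of single samples was not analysed here, and sums of normalized counts take its place. *MIP6*, *LEU2*, *MET15*, *URA3*, *SSA4*, *BTN2* and *TMA10* are not among the 6172 genes, so the deletion of *MIP6* could not be checked in the values.

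Values were log2-transformed with a pseudocount of 1. A linear model with 12 groups and 24 residual degrees of freedom was fitted with limma (lmFit, contrasts.fit and eBayes with a trend), and p-values were adjusted by Benjamini-Hochberg over the 6172 genes of each contrast, with a threshold of 0.05 and no further filter. Heat responses compare 15 or 20 min with 0 min of the same strain and condition. Fold changes of at least 1.2 counted as changed and those over 2 as strong. The memory effect on the response is the difference between the memory and no-memory responses, and it was classed as dampened, enhanced or inverted from the fitted log2 fold changes. Eq. 1 of the paper was fitted with all coefficients and with limma, and also by backward elimination of terms at p under 0.05 for each gene. Genes entered this elimination when an F test of the whole model had a Benjamini-Hochberg adjusted p under 0.05. This elimination was run on normalized counts and on log2 values, each with either or both of the time terms required. The reading on normalized counts with either term was the one fixed beforehand, and the other 3 were run after its counts had been seen.

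The PCA used normalized counts of each gene centred and scaled to unit variance. Gene lists, 18 in number, were tested with limma's camera at a preset correlation of 0.01 and with fry, on the memory effect averaged over strains and times. Lists of genes annotated with a GO term hold only genes given that term itself in the genome annotation. Lists that stand for terms the paper found enriched were chosen because of these same samples, even where their genes were not, so tests on them are not independent. The lists of ribosomal protein genes, Hsf1 targets and Msn2/4 targets do not stand for such terms. Levels of the lists at 0 min were compared with 10000 random sets of genes matched on mean value, with a two-sided p. Labels were permuted 99 times, memory labels within strain and time and strain labels within condition and time, so that 100 arrangements with the real one were counted. For comparisons of 3 against 3 samples, all 10 splits were counted. Terms kept by backward elimination without any strain effect were estimated from 20 simulations with group means averaged over the strains and normal noise with the pooled standard deviation of each gene. Near-identical copies are genes with a blastn match of at least 90% identity over at least 50% of their length, and chromosome ends are the outermost 20 kb. The NOISeq-like probability was computed here from replicate noise, with a threshold of 0.8, and of 0.5 as a further alternative. A count was taken as moved when it changed by more than a factor of 1.5.

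Named genes are the genes of these cultures listed beforehand from the paper's results text and Table 3, without those that only its supplement names, with *PES4*, *RPD3* and the marker genes, and for 5 contrasts the 2 genes with the largest log2 difference in each direction among those with an adjusted p under 0.05, a mean value of at least 10 and the same sign in the 3 same-numbered replicates. *PHO5*, *PHO11*, *PHO12*, *YBL113C* and *COS8* were looked at after their values had been seen.

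The steps were tested on simulated values, made from the mean and the spread between replicates of each gene, with known changes added to 200 genes. limma recovered 99% of the changed heat responses (10 false calls among 5972 unchanged genes), 72% of the changed memory effects (10 false calls), 85% of the strain effects on memory (7 false calls), 96.5% of the strain differences (10 false calls) and 99% of the Eq. 1 time genes (15 false calls). A slope of 0.5 was recovered as 0.486. The NOISeq-like probability recovered 86.5% (2 false calls) and backward elimination 98.5% of the time genes (7 false calls). Backward elimination also kept a time by strain term in 20.5% of the 200 genes, in which no strain effect had been made.

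Tools were R 4.3.3, limma 3.58.1, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9 and blastn 2.17.0.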

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

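The tests of explanations reported here were chosen only after the results had been seen, although some use fits and alternatives fixed beforehand. The paper mentions ribosomal protein genes as RNAs bound or regulated by Mip6, and Hsf1 in its introduction. Its supplement lists some ribosomal protein genes among those whose dampened repression differed by strain. Its results text reports no memory effect on either set as a whole and does not name *YBL113C*.

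Ribosomal protein genes were repressed less with memory. Over 128 genes, the median memory effect on the heat response was 2.213 on the log2 scale, and 127 of the 128 had the same sign. The tables argue against scaling of the samples as the source of the difference from other genes, since scaling moves all genes of a sample alike, and relative to other genes of the same decile of mean level the median of the list was at least 1.765 in both strains, at both times, with all samples, with equal sums and with each replicate number left out. They argue against a changed level before the final heat shock, since in 0 of the 127 genes with a smaller response at 15 min did the level at 0 min account for 0.5 of it or more, in either strain, with all samples, with equal sums and with each replicate number left out. They argue against reads shared between near-identical copies, since the 71 genes without such a copy had a median of 2.118. Whether transcription or RNA decay differs stays open, as does whether the effect is specific to the earlier heat shock or follows from any slowing of growth.

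Hsf1 targets were lower with memory before the final heat shock. The median difference between memory and no-memory at 0 min was −2.076 in WT over 17 genes, and −2.585 in *mip6Δ*. The tables argue against scaling (−1.877 in WT with equal sums), against near-identical copies (−1.837 in WT over the 13 genes without one), against a mislabelled sample (−2.616 in *mip6Δ* without the sample whose labels disagree) and against 1 library (−1.533 in WT without replicate 3, the value closest to 0). That sample correlated at −0.153 with the 20-min samples of its strain and condition, against 0.872 with those at 0 min. The WT memory samples spread widely, with list medians of 0.204, −1.294 and −1.777. How long the lower level lasts after the first heat shock stays open.

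*YBL113C* (chromosome II, 280 to 2658) was higher in *mip6Δ* than in WT. The log2 difference over the 6 groups was 0.53, with an adjusted p = 1.62e-11 from limma. Among genes called between the strains over the 6 groups, 37 lie within 20 kb of a chromosome end, where random sets held 16 on average (permutation p = 1e-04 over random sets of genes, the smallest 10000 sets can give). Of the 37, 27 were lower and 10 higher in *mip6Δ*, but directions among called genes depend on scaling: with equal sums, 36 were called near the ends, 20 lower and 16 higher, where random sets held 19.5. Reads shared between near-identical copies do not explain this in general, since 22 of the 376 genes with a copy elsewhere were called where random sets held 33.8. Near the ends, however, most of the excess lies in genes with a copy, of which 24 of 127 were called where random sets held 7.5. Position near a chromosome end cannot be told apart from the rest of the genome among genes without such a copy, of which 13 of 111 were called (permutation p = 0.08). Because *YBL113C* has a near-identical copy, which copy differs stays open.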

How the results depend on the processing

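The alternatives named first in each paragraph were fixed before the data were examined, unless said otherwise. Equal sums, the replicate block shared by both strains, a pseudocount of 10, genes with a mean value of at least 10, the NOISeq-like threshold of 0.5 and 3 of the 4 readings of backward elimination, and differences in normalized counts for 3 lists, were chosen after the results had been seen. Alternatives that need read counts were fixed beforehand but not run: DESeq2 size factors with its Wald test, total counts without TMM, count filters of 1 count in all or 10 counts in every sample, and log2 values made from the read counts for the PCA. For results that moved, the cause was not tested, except that fewer samples and a stricter threshold leave fewer calls by construction.

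Heat responses. Fold change alone, fits with only the 6 samples compared and the NOISeq-like threshold of 0.5 left 24 of 24 counts within a factor of 1.5. The NOISeq-like probability of 0.8 moved 8 of 24. Unchanged genes became 3445 (WT no-memory 15 min), 3746 (WT no-memory 20 min), 3849 (WT memory 15 min), 4282 (WT memory 20 min), 3631 (*mip6Δ* no-memory 15 min), 3498 (*mip6Δ* no-memory 20 min) and 3433 (*mip6Δ* memory 15 min), and strongly activated genes in WT memory at 20 min became 338.

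Memory effect on the response. An adjusted p under 0.01 gave, as significant, dampened, enhanced and inverted genes, 693, 528, 61 and 104 in WT at 15 min, 644, 501, 40 and 103 in WT at 20 min, 672, 516, 75 and 81 in *mip6Δ* at 15 min, and 866, 690, 54 and 122 in *mip6Δ* at 20 min. Leaving out 1 replicate number gave 526 to 1030, 390 to 757, 51 to 143 and 85 to 132 in WT at 15 min, and 356 to 1180, 297 to 840, 14 to 135 and 45 to 205 in WT at 20 min. In *mip6Δ* it gave 496 to 1091, 370 to 812, 45 to 135 and 57 to 144 at 15 min, and 627 to 1237, 507 to 964, 31 to 104 and 89 to 169 at 20 min. The significant genes were fewest without replicate 2 at 15 min and without replicate 3 at 20 min. Equal sums moved the enhanced genes in WT at 20 min to 80. A replicate block within each strain gave 1572 and 1446 significant genes in WT and 1488 and 1699 in *mip6Δ*. The paper splits each culture into memory and no-memory, but neither the paper nor the labels say that a replicate number marks 1 culture. The mean correlation across genes of deviations from the group mean was −0.088 between samples with the same number and 0.043 between samples with other numbers. Between samples with the same number and strain, the pairs that could share a culture, it was 0.006 (range −0.508 to 0.596).

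Time course model, limma. An adjusted p under 0.01 left 1 gene with a memory term and 1 affected by memory alone, with 0 dampened HS-induced, 1 dampened HS-repressed, 0 enhanced and 0 inverted. The replicate block shared by both strains left 78 and 78, with 3, 58, 4 and 13. Leaving out 1 replicate number gave 0 to 107 and 0 to 107, with 0 to 14, 0 to 72, 0 to 14 and 0 to 7, and 0 came without replicate 2 and without replicate 3. Equal sums moved the dampened HS-induced genes to 4. The mean of 15 and 20 min in place of the linear term gave 1959 with a memory term, 1 with a strain term, 1959 affected by memory alone and 1 by strain alone, with 474, 918, 242 and 325.

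Time course model, backward elimination. Counts are genes with a memory, strain and interaction term, then genes affected by memory alone, strain alone, both, and the interaction alone, then dampened HS-induced, dampened HS-repressed, enhanced and inverted. With either time term, the reading fixed beforehand, they were 3096, 1129, 489, 2330, 440, 519, 171, 1051, 1035, 796 and 214. With both time terms they were 2328, 795, 322, 1787, 313, 379, 113, 983, 989, 213 and 143. On log2 values with either term they were 3159, 1324, 443, 2297, 519, 638, 153, 805, 1367, 763 and 224, and with both terms 2472, 997, 293, 1801, 376, 517, 97, 738, 1327, 255 and 152.

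Strain effect. An adjusted p under 0.01 left 146 genes for the mean over the 6 groups and 7 for any group. Leaving out 1 replicate number gave 253 to 413 and 3 to 70, with the fewest without replicate 3. Any group became 14 genes with equal sums and 15 with the replicate block shared by both strains. The strain effect on the heat response became 1 gene with the replicate block within each strain, 1 gene with a pseudocount of 10, and 0 to 1 with 1 replicate number left out, and the strain effect on the memory effect 0 to 1. The difference in strongly regulated genes was 69 to 251 (no-memory 15 min), 93 to 401 (memory 15 min) and 159 to 301 (memory 20 min) with 1 replicate number left out, lowest without replicate 1.

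Memory effect on levels. An adjusted p under 0.01 left 987 genes in WT and 979 in *mip6Δ* at 0 min. With 1 replicate number left out, there were 435 to 1896 in WT and 621 to 1768 in *mip6Δ* at 0 min, and 2191 to 3004 in WT at 20 min, lowest without replicate 3. Equal sums gave 2661 in WT at 0 min.

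Slopes and parts of the dampening. The major axis slopes were 0.741 at 15 min and 0.708 at 20 min in WT, and 0.771 and 0.716 in *mip6Δ*, all larger than the least squares slopes and under 1. Medians of dampened genes at 15 min with an adjusted p under 0.01 were −0.532 (WT, HS-induced), 0.962 (WT, HS-repressed), −0.558 (*mip6Δ*, HS-induced) and 1.072 (*mip6Δ*, HS-repressed), and at 0 min 0.020 (*mip6Δ*, HS-induced). With equal sums, medians at 0 and 15 min were 0.234 and −0.330, 0.222 and 1.074, 0.219 and −0.342, and 0.222 and 1.021, in the same order. With 1 replicate number left out, they were −0.005 to 0.156 and −0.616 to −0.560, −0.091 to 0.079 and 0.965 to 1.179, −0.009 to 0.087 and −0.637 to −0.453, and 0.034 to 0.123 and 0.838 to 1.402. With classes from the other strain, the WT HS-induced median at 15 min was −0.386, and in *mip6Δ* the medians at 0 min were −0.014 (HS-induced) and 0.086 (HS-repressed). Without the sample whose labels disagree, the *mip6Δ* HS-repressed median at 0 min was −0.011.

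PCA and shares of variance (%). Centring without scaling gave 80.566 for PC1, 11.992 for PC2, 59.806 for time, 27.639 for memory, 0.921 for strain and 0.984 for replicate. Equal sums gave 50.610, 24.343, 50.769, 22.481 and, for replicate, 0.382. Log2 values gave 0.004 for replicate. With 1 replicate number left out, the shares were 54.861 to 57.148, 15.869 to 17.395, 52.507 to 56.425, 16.520 to 18.594, 2.383 to 3.224 and 0.121 to 0.143.

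Gene lists and named genes. Of 54 list calls with 1 replicate number left out, 45 stayed, 5 were lost and 4 were gained, and of 18 calls under fry 13 stayed, 1 was lost and 4 were gained. Differences in normalized counts in place of log2 fold changes, tried after the results had been seen on the refolding and Hsf1 lists, turned the direction: the median rise at 15 min in WT was 45398 without memory and 32500 with memory for the 15 annotated refolding genes, 111026 and 35300 for the 17 refolding chaperones, and 103032 and 32500 for the Hsf1 targets. Equal sums left 17 of 18. The replicate block within each strain left 17 of 18 too, and the list not called was that of Hsf1 targets (adjusted p = 0.0659 from limma's camera). Of 156 calls on named genes with 1 replicate number left out, 129 stayed, 17 were lost, 5 were gained and 5 changed direction. The memory effect at 15 min changed direction for *HSP12* in WT (−0.016 without replicate 3 to 0.466) and *mip6Δ* (−0.150 without replicate 1 to 0.450), and for *TSL1* in WT (−1.191 to 0.014 without replicate 1) and *mip6Δ* (−0.245 to 0.113 without replicate 1).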

Differences from the paper's values

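Strongly activated and repressed genes at 15 min numbered 1619 in WT no-memory against the paper's 772, 1157 in WT memory against the paper's 637, 1809 in *mip6Δ* no-memory against the paper's 876, and 1420 in *mip6Δ* memory against the paper's 797. Of the alternatives set before the data were examined, only the NOISeq-like probability of 0.8 came near, and only with memory (900 in WT and 1155 in *mip6Δ*). The other alternatives run kept the difference. Strongly activated genes alone, counted by fold change without a test, were 772, 637, 876 and 797, a comparison chosen after seeing the values.

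Genes affected by memory alone numbered 197 against the paper's 1787. The mean of 15 and 20 min (1959) and backward elimination with either time term (2330), both set before the data were examined, removed the difference, and the other alternatives set beforehand kept it. Genes affected by strain numbered 0 against the paper's 798, by strain alone 0 against the paper's 313, and by strain and memory 0 against the paper's 379. Backward elimination with either time term gave 1129, 440 and 519, which removed the difference, and the other alternatives set beforehand kept it. Genes affected by the interaction alone numbered 0 against the paper's 113, and every alternative run that was set beforehand kept the difference, backward elimination with either time term included (171).

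Dampened HS-induced genes numbered 13 against the paper's 983. Backward elimination with either time term (1051) removed the difference and the mean of 15 and 20 min (474) kept it. Dampened HS-repressed genes numbered 127 against the paper's 989, and both alternatives removed the difference (1035 and 918). Enhanced genes numbered 23 against the paper's 213, where the mean of 15 and 20 min (242) removed the difference and backward elimination with either time term (796) kept it. Inverted genes numbered 34 against the paper's 143, where backward elimination with either time term (214) removed the difference and the mean of 15 and 20 min (325) kept it. The other alternatives set beforehand kept these differences.

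Backward elimination on normalized counts with both time terms required reached the paper's 1787, 313, 379, 113, 983, 989, 213 and 143, and gave 795 genes with a strain term against the paper's 798, in a reading chosen after seeing the values. It was also compared gene by gene with the part of the paper's gene classification available here. All 1999 genes of that part were time genes, and the presence of memory, strain and interaction effects was the same in all 1999.

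The paper names protein refolding among the terms of HS-induced genes dampened by memory, whereas the median refolding gene had a larger log2 fold change with memory here. This difference depends on the scale, since in normalized counts the refolding genes that rose without memory nearly all rose less with memory. It names meiosis among HS-repressed genes enhanced by memory, whereas significant genes of the meiotic list were dampened here at 15 min, most of them HS-induced, and enhanced HS-repressed genes were found in this list only in *mip6Δ* at 20 min. It names mitochondrion organization among enhanced genes, whereas the list had no memory effect called here and few enhanced genes. It names retrotransposition among inverted HS-induced genes, whereas the only inverted Ty genes here were HS-repressed, in *mip6Δ* at 20 min. The paper tested whether terms were enriched among the genes of a class. The GO lists here hold only genes given the term itself in the genome annotation. Their medians and few significant genes are another measure, so these differences do not contradict the paper's enrichment.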

Other observations

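The tests reported here were chosen only after the results had been seen.

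Some of these tests use fits and alternatives fixed beforehand, among them limma, the major axis slope and leaving out replicate numbers. Heat changed many genes in each strain and condition, and levels differed between memory and no-memory at each time. In the 8 comparisons with heat and the 6 of levels, 1 of 10 splits of the same samples, the real one, gave as many genes. The same held in 5 of the 6 comparisons between strains, and 2 of 10 splits gave as many in the no-memory comparison at 15 min. The other splits gave at most 295 genes for heat, 125 for levels and 2 between strains. With 3 against 3 samples the share is never under 0.1, so by this share alone real groups and other splits cannot be told apart.

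Memory effects on the response were tested with permuted memory labels. The significant genes and the dampened genes were each matched in 1 of 100 arrangements, the real one, in WT at 15 and 20 min, in *mip6Δ* at 15 and 20 min and, for significant genes, over all. In WT at 20 min, another arrangement came close, with 1344 significant genes against 1347. The counts argue against chance, within the limit that removal of hidden batch effects by the authors favours the real labels if it used the groups. Slopes under 1 were as small in 8 (WT 15 min), 9 (WT 20 min), 7 (*mip6Δ* 15 min) and 3 (*mip6Δ* 20 min) of 100. Only the last is rare under these permutations, which did not keep samples of the same number together. Slopes taken per replicate number were all under 1. They were 0.565 to 0.747, 0.575 to 0.671, 0.668 to 0.743 and 0.587 to 0.694, in the same order. Whether a number marks 1 culture is not known. Noise in the no-memory response is argued against by major axis slopes of at most 0.771. Differences in unchanged genes were as large in 13, 26, 23 and 9 of 100. Permuted groups mix memory and no-memory samples, so real memory effects on levels stay in the permuted slopes and differences. Shares this large therefore neither show nor exclude a memory effect. The limma memory term of Eq. 1 was matched in 5 of 100. Backward elimination was matched in 1 of 100 for memory terms and 1 of 100 for dampened genes, with either and with both time terms.

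Dampened genes were also asked, 1 by 1, whether the level at 0 min accounts for at least 0.5 of the smaller response at 15 min, with classes taken from the other strain. For HS-repressed genes a changed level before the final heat shock is argued against as the main source, since it did so in at most 16.62% of genes over both strains, with all samples, equal sums and each replicate number left out. For HS-induced genes the main source cannot be told apart, since the share was 23.04% in WT and 15.28% in *mip6Δ* but rose to 52.17% and 38.54% with equal sums. Over all genes, the slope of the memory on the no-memory response without ribosomal protein genes was 0.755 at 15 min and 0.72 at 20 min in WT, and 0.795 and 0.732 in *mip6Δ*. Whether dampening comes from transcription or RNA decay stays open.

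Strain effects on the heat response, on the memory effect and on both interaction terms of Eq. 1 were called in 0 genes. A count of 0 is reached by 100 of 100 permuted arrangements whatever the data, so that number carries no information. Genes at unadjusted p under 0.05 for the strain effect on memory were as many in 96 (15 min) and 81 (20 min) of 100. Genes with a strain term in backward elimination were as many in 30 of 100 with either time term and 21 with both. The largest simulation without a strain effect gave 979 genes with either time term and 600 with both, against 1129 and 795 observed. Interaction terms were as many in 96 and 96 of 100. The smallest simulation gave 915 genes with either time term and 638 with both, more than the 489 and 322 observed. Genes affected by strain alone were matched in 10 and 3 of 100, by strain and memory in 5 and 6, and by the interaction alone in 78 and 76. The interaction genes thus need no strain effect to arise, whereas a part of the strain genes stays open.

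Levels differed between the strains in more genes than under permuted labels, both averaged over the 6 groups (1 of 100) and in any group (1 of 100). More genes were strongly regulated in *mip6Δ*, by differences as large in 10, 5, 3 and 2 of 100 permuted arrangements (no-memory 15 and 20 min, memory 15 and 20 min), and slopes on the WT response were as large in 11, 4, 3 and 3. Scaling is argued against by a smallest difference of 223 genes with equal sums. A wider spread between *mip6Δ* replicates is argued against with memory, where the median SD was narrower in *mip6Δ* (0.0909 against 0.1126 in WT at 0 min). Without memory at 15 min the spread was wider in *mip6Δ* (0.1282 against 0.098), so there it stays an explanation. Without memory at 20 min it cannot be told apart, since the spread was wider at 0 min (0.1259 against 0.1138) and alike at 20 min (0.1029 against 0.1033). A stronger response in *mip6Δ* is a hypothesis, since no single gene was called.

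Other lists were lower with memory at 0 min, among them Msn2/4 targets (−0.473 in WT) and proteasome subunits (−0.39), each with a permutation p over random sets of genes of 4e-04 or less. Both depend on scaling and the former on single libraries. With equal sums the medians were −0.273 and −0.191, and without replicate 3 that of the Msn2/4 targets was −0.202, with 1 of 23 genes significant. In WT replicate 1 the Msn2/4 targets were higher with memory (0.505) than without (0.419). A larger fold change from a lower level is the pattern of Hsf1 targets, whose level at 15 min was still lower (−1.259 in WT). Phosphate genes followed another course. *PHO5* (YBR093C, chromosome II, 429548 to 430951) differed by −2.327 between memory and no-memory at 0 min in WT (adjusted p = 9.46e-10), and *PHO11* and *PHO12* by −1.6 and −1.639. Whether phosphate in the medium differed stays open. *CTT1*, measured by qPCR in the paper, had a memory effect of −0.971 over strains and times (adjusted p = 0.00161 from limma). *HSP12* had a strain difference (*mip6Δ* minus WT) of −0.308, which was not significant (adjusted p = 0.118 from limma). By RT-qPCR, the paper reports more *HSP12* RNA in *mip6Δ* upon heat stress. That is another measure, and the difference here, not being significant, does not speak against it.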
